# A scaffold lncRNA shapes the mitosis to meiosis switch

**DOI:** 10.1038/s41467-021-21032-7

**Published:** 2021-02-03

**Authors:** Vedrana Andric, Alicia Nevers, Ditipriya Hazra, Sylvie Auxilien, Alexandra Menant, Marc Graille, Benoit Palancade, Mathieu Rougemaille

**Keywords:** RNA-binding proteins, X-ray crystallography, Long non-coding RNAs, RNA decay

## Abstract

Long non-coding RNAs (lncRNAs) contribute to the regulation of gene expression in response to intra- or extracellular signals but the underlying molecular mechanisms remain largely unexplored. Here, we identify an uncharacterized lncRNA as a central player in shaping the meiotic gene expression program in fission yeast. We report that this regulatory RNA, termed *mamRNA*, scaffolds the antagonistic RNA-binding proteins Mmi1 and Mei2 to ensure their reciprocal inhibition and fine tune meiotic mRNA degradation during mitotic growth. Mechanistically, *mamRNA* allows Mmi1 to target Mei2 for ubiquitin-mediated downregulation, and conversely enables accumulating Mei2 to impede Mmi1 activity, thereby reinforcing the mitosis to meiosis switch. These regulations also occur within a unique Mmi1-containing nuclear body, positioning *mamRNA* as a spatially-confined sensor of Mei2 levels. Our results thus provide a mechanistic basis for the mutual control of gametogenesis effectors and further expand our vision of the regulatory potential of lncRNAs.

## Abstract (web summary)

In fission yeast, the antagonistic RNA-binding proteins Mmi1 and Mei2 respectively promote and inhibit meiotic mRNA degradation during mitotic growth. Here the authors show that the lncRNA *mamRNA* scaffolds Mmi1 and Mei2 proteins to enable their mutual controls.

## Introduction

Long non-coding RNAs (lncRNAs) are widespread in eukaryotic genomes and contribute to shape transcriptomes, acting in virtually all steps in gene expression, either as guides, scaffolds or decoys^1^. Often displaying tissue- or cell-specific expression profiles, lncRNAs are linked to human diseases, including cancer^2,3^. However, only a few cases of regulatory mechanisms have been described so far, highlighting the need to understand lncRNA function in gene expression and cell fate decisions.

The mitosis to meiosis switch is a key developmental transition that ensures the transmission of genetic information to offspring. In fission yeast *S. pombe*, meiosis occurs upon nutritional starvation and involves the stepwise induction of hundreds of genes^4,5^. A subset of meiosis-specific genes is also constitutively transcribed during mitosis but repressed at the post-transcriptional level to avoid untimely expression^6^. This RNA silencing pathway involves the YTH-family RNA-binding protein Mmi1, which selectively targets several mRNAs and lncRNAs for degradation by the nuclear exosome^6,7^. Mmi1 associates, via its YTH domain, with DSR (Determinant of Selective Removal) sequences enriched in repeats of the hexanucleotide motif UNAAAC^8–11^.

Together with Mmi1, an intricate regulatory network of players suppresses meiotic mRNA expression during mitosis. Critical cofactors include the conserved Erh1 protein^12–14^, components of the polyadenylation/termination machinery^15–18^, and the multi-subunit MTREC/NURS complex that physically bridges Mmi1 to the exosome^19–23^. Mmi1 also mediates selective termination of several lncRNAs to prevent their invasion into neighboring genes^11,24–27^. Adding another layer of regulation, Mmi1 cooperates with the heterochromatin and RNAi machineries to load chromatin repressive marks at a subset of meiotic genes^28–30^.

During mitosis, Mmi1 colocalizes with MTREC and the exosome in scattered nuclear foci and mediates nuclear retention of meiotic mRNAs to prevent their export to the cytoplasm^23,31,32^. Upon meiosis onset, Mmi1 is lured by a ribonucleoprotein (RNP) complex, composed of the nucleocytoplasmic shuttling RNA-binding protein Mei2 and the DSR-containing lncRNA *meiRNA*, that accumulates in a single nuclear body overlapping the *meiRNA*-encoding *sme2* + gene^6,33–36^. Both Mei2 and *meiRNA* are essential for the assembly of this structure and the completion of sexual differentiation. However, *meiRNA* overexpression during mitosis does not lead to meiotic mRNA accumulation and artificial targeting of Mei2 to the nucleus in *meiRNA∆* cells partially restores meiosis^35,37^, suggesting the existence of an additional mechanism responsible for Mmi1 inactivation.

Mitotic cells maintain low levels of *meiRNA* and Mei2. The former is targeted for exosome-dependent degradation by Mmi1 itself and the latter is phosphorylated by the Pat1 and Tor2 kinases, which facilitates its degradation by the ubiquitin and proteasome system^38–41^. Earlier studies further revealed that Mmi1 tightly associates with the evolutionarily conserved Ccr4-Not complex^12,42–45^, yet its RNA deadenylation activity does not partake in meiotic RNA degradation in vivo. Rather, we previously showed that Mmi1 recruits Ccr4-Not to mediate ubiquitinylation and downregulation of a pool of its own inhibitor Mei2^45^. This regulatory circuit, which involves the E3 ubiquitin ligase subunit Mot2 of Ccr4-Not, is essential to maintain low levels of Mei2 in mitotic cells and hence preserve Mmi1 function in exosome-dependent degradation of meiotic RNAs, including its own decoy *meiRNA* (Fig. 1a). In turn, increased Mei2 levels in the absence of Mot2 lead to meiotic RNA accumulation due to Mmi1 inactivation. However, the precise molecular and cellular mechanisms by which Mmi1 and Mei2 reciprocally control their activities have remained elusive.

Guided by structural, genomic, and imaging approaches, we identify here a regulatory lncRNA, distinct from *meiRNA*, that scaffolds Mmi1 and Mei2 to exert their mutual control during mitosis. This lncRNA, termed *mamRNA*, localizes to a nuclear body enriched in Mmi1 and promotes meiosis even in the absence of *meiRNA*. Together, our results reveal the existence of a lncRNA-dependent and spatially confined regulation of Mmi1 and Mei2 activities.

## Results

### Mmi1 and Mei2 RNA-binding activities are required for their mutual control

To investigate the mechanisms by which Mmi1 and Mei2 mediate their mutual control, we sought to determine the protein domains involved (Fig. 1b). We first assessed the impact of Mmi1 mutants defective for RNA-binding in Mei2 downregulation. Plasmid-borne Mmi1-*YTH∆*, Mmi1-Y352F and Mmi1-Y466F mutants, previously shown to disrupt RNA-binding in vitro^9^, were expressed in *mmi1*Δ cells carrying the deletion of *mei4* + , since the absence of Mmi1 leads to severe viability defects due to ectopic expression of the meiosis-specific transcription factor Mei4^6^. In these mutants, the binding to DSR-containing meiotic mRNAs *ssm4* + and *mcp5* + and their subsequent degradation was abolished, while Mmi1 nuclear localization was preserved (Fig. 1c, Supplementary Fig. 1a, b). Importantly, these Mmi1 mutants exhibited elevated Mei2 levels, similar to *mmi1∆* cells (Fig. 1d), and this was not due to a major increase in *mei2* + gene expression (Supplementary Fig. 1a). We also detected higher mRNA and protein levels of Mmi1 mutants relative to the wild type, yet this was not sufficient to restore low Mei2 abundance (Fig. 1d, Supplementary Fig. 1a). Together, these results suggest that RNA-binding by Mmi1 YTH domain is necessary for efficient Mei2 downregulation.

**Fig. 1:**
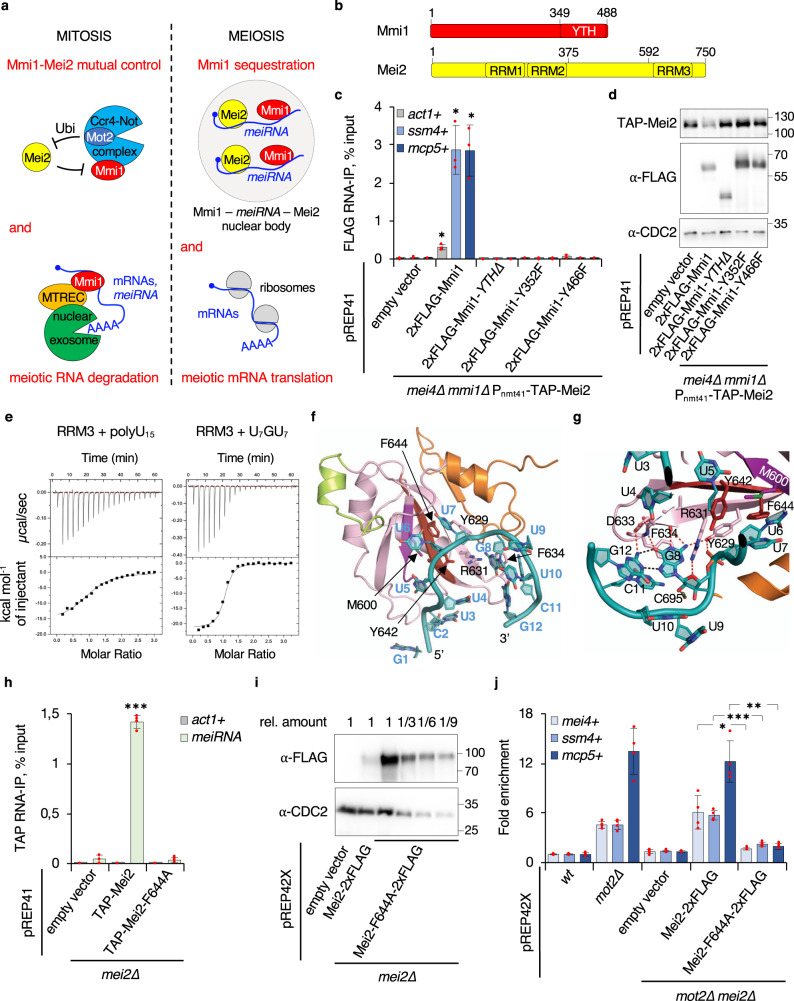
Mmi1 and Mei2 RNA-binding activities are required for their mutual control. **a** Scheme summarizing the functional relationships between Mmi1 and Mei2 during mitosis and meiosis. **b** Domain organization of Mmi1 and Mei2 proteins. **c** Enrichments (% input; mean ± SD; *n* = 3 or 4) of *act1* + , *ssm4* + and *mcp5* + mRNAs upon pulldown of 2xFLAG-tagged *wt* or mutant Mmi1. Student’s *t* test (two-tailed) was used to calculate *p*-values. Between cells expressing pREP41-2xFLAG-Mmi1 and empty vector, *p* = 0.01865 (*act1* + ); 0.0166 (*ssm4* + ); 0.01819 (*mcp5* + ) (0.05 > *>0.01). **d** Western blots showing total TAP-tagged Mei2 levels in cells of the indicated genetic backgrounds. Anti-FLAG and anti-CDC2 antibodies were used as Mmi1 expression and loading controls, respectively. **e** Upper panels: ITC data obtained by injecting poly-U_15_ or U_7_GU_7_ RNAs to RRM3^Mei2^. Lower panels: Fitting of the binding curves using a single binding site model. **f** Crystal structure of RRM3^Mei2^ bound to the GCUUUUUGUUCG RNA (cyan). The classical RRM fold is shown in pink, with RNP1 and RNP2 motifs highlighted in brown and purple, respectively. The RNP1 F644 side chain is shown as sticks. The N- and C-terminal extensions are colored in green and orange, respectively. **g** Detailed representation of G8 binding mode. Hydrogen bonds involved in specificity for G8 are shown as red (protein–RNA interaction) or black (Hoogsteen based pairs between G8 and G12 bases) dashed lines. **h** Enrichments (% input; mean ± SD; *n* = 3 or 4) of *act1* + mRNAs and *meiRNA* upon pulldown of TAP-tagged *wt* or mutant (Mei2-F644A) Mei2. Student’s *t* test (two-tailed) was used to calculate *p*-values. Between cells expressing pREP41-TAP-Mei2 and empty vector, *p* = 4.32 × 10^−7^ (*meiRNA*) (***<0.001). **i** Western blots showing total levels of 2xFLAG-tagged *wt* or mutant Mei2. Serial dilutions of the mutant extract are shown for comparison with wild type. Anti-CDC2 antibody was used as loading control. **j** RT-qPCR analyses of *mei4* + , *ssm4* + and *mcp5* + meiotic mRNA levels (mean ± SD; *n* = 4; normalized to *act1* + and relative to *wt*) in cells of the indicated genetic backgrounds. Student’s *t* test (two-tailed) was used to calculate *p*-values. Between *mot2∆ mei2∆* cells expressing pREP42X-Mei2-2xFLAG and pREP42X-Mei2-F644A-2xFLAG, *p* = 0.02219 (*mei4* + ) (0.05 > *>0.01); 0.00035 (*ssm4* + ) (***<0.001); 0.00338 (*mcp5* + ) (0.01 > **>0.001). **c**, **h**, **j** Individual data points are represented by red circles.

In the absence of the E3 ubiquitin ligase Mot2, DSR-containing meiotic mRNAs accumulate in a Mei2-dependent manner as a consequence of Mmi1 inhibition^45^. To identify in turn the Mei2 domain(s) responsible for Mmi1 inactivation, we measured meiotic mRNA levels in *mot2∆ mei2∆* cells expressing different plasmid-borne versions of Mei2. Interestingly, Mei2 mutants lacking the RRM3 domain (residues 592 to 750, hereafter called RRM3^Mei2^) failed to accumulate meiotic mRNAs, suggesting that Mei2 RNA-binding activity is required to inhibit Mmi1 function (Supplementary Fig. 1c, d).

To gain insights into RNA recognition by RRM3^Mei2^, we solved its crystal structure, which revealed a unique organization as the classical RRM fold is extended by the N-terminal helix α0 and by one helix and two strands at the C-terminal extremity (Supplementary Fig. 1e, Supplementary Table 1). According to the DALI server^46^, RRM3^Mei2^ also strongly resembles fly Sex-lethal (Sxl) RRM1 that recognizes uridine-rich stretches on RNAs^47^ (Supplementary Fig. 1e). Using isothermal titration calorimetry (ITC) and size exclusion chromatography coupled to multi-angle laser light scattering (SEC-MALLS), we found that RRM3^Mei2^ tightly interacts with a poly-U_15_ in a 1:1 stoichiometry (Fig. 1e, Supplementary Fig. 1f,g Supplementary Table 2). Given the interaction of a guanine (G11) with Sxl F170 (Supplementary Fig. 1e), which corresponds to Mei2 F644 that is essential for Mei2 function in vivo^33^, we also tested the influence of one (U_7_GU_7_) or two (U_6_GGU_7_) Gs in a poly-U_15_ oligonucleotide and observed a considerable increase of Mei2 binding to these RNAs (Fig. 1e, Supplementary Fig. 1f, Supplementary Table 2).

We next solved the crystal structure of RRM3^Mei2^ bound to the GCUUUUUGUUCG 12-mer (Fig. 1f, Supplementary Table 1). The RRM3^Mei2^–RNA complex revealed that F644 and F634 side chains form π–π stacking interactions with U7 and G8, respectively (Fig. 1f, g, Supplementary Fig. 1k**)**. As revealed by the PISA server^48^, several Mei2 residues also form specific hydrogen bonds with U4 to G8 (Supplementary Fig. 1h–k, Supplementary Table 3), rationalizing the stronger affinity for U_7_GU_7_ than for poly-U_15_. However, the pocket involved in U7 recognition might also recognize a G, as observed in the RRM1^Sxl^–RNA complex^47^, or an A but not a C since the amino group attached to carbon 4 in cytosine ring cannot form a hydrogen bond with the amino group from N680 main chain (Supplementary Fig. 1k). U4 binding pocket is solvent exposed and hence any nucleotide may fit in it. Collectively, our results suggest that RRM3^Mei2^ recognizes UU(U/G/A)G motifs in RNA targets and provide a structural basis for the biological relevance of several Mei2 residues, including F644, whose substitution in alanine abolishes binding to *meiRNA*^33^ (Fig. 1h, Supplementary Fig. 1f, Supplementary Table 2).

Importantly, Mei2^F644A^ protein levels were roughly 10-fold more abundant than wild-type Mei2 (Fig. 1i). Although *mei2-F644A* mRNAs were also increased by 3-fold when compared to wild-type *mei2* + transcripts (Supplementary Fig. 1l), these data strongly suggest that Mei2 RNA-binding activity is required for its own downregulation. Further, expression of the Mei2-F644A mutant did not lead to the accumulation of meiotic mRNAs in *mot2∆ mei2∆* cells (Fig. 1j), consistent with RRM3^Mei2^ RNA-binding activity being also required for Mmi1 inactivation. These phenotypes did not result from an altered Mei2 cellular localization, as both the wild-type and mutant proteins distributed in the nucleus and the cytoplasm, consistent with former work^34,45^ (Supplementary Fig. 1m).

### Identification of *mamRNA*, an Mmi1 and Mei2-scaffolding lncRNA

The importance of Mmi1 and Mei2 RNA-binding activities raised the possibility that their mutual control could be RNA-mediated. We therefore determined the repertoire of transcripts simultaneously bound by both proteins through sequential immunoprecipitations followed by high-throughput sequencing of associated RNAs (seqRIP-seq) (Supplementary Fig. 2a, b). 

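The seqRIP-seq experiment compared cells expressing TAP-Mmi1, the strain of interest, with cells expressing GFP-Mmi1, the negative control. Both strains expressed 3xFLAG-Mei2 from the strong nmt1 promoter and Mmi1 from the mild nmt41 promoter. Cells growing mitotically in minimal medium at 30 °C were crosslinked with 0.2% formaldehyde for 20 min, and extracts were prepared from 250 ODs. IgG beads retained the TAP tag, TEV protease released the bound material, and anti-FLAG beads then retained 3xFLAG-Mei2. IgG has no TAP tag to bind in the GFP-Mmi1 strain, so its immunoprecipitate (IP) measured the RNA carried through both steps without TAP-Mmi1. RNA from the IP and from the whole cell extract (WCE) was sequenced for 2 replicates of each strain, giving 8 libraries. Ribosomal RNA was depleted from the WCE samples before paired-end sequencing of 75 nt reads. The authors deposited the read counts of 6974 annotated features in each library, without normalization. Total counts were 36440646 and 37818703 in the TAP-Mmi1 IP, 34496373 and 34416171 in the GFP-Mmi1 IP, 53709147 and 49999623 in the TAP-Mmi1 WCE, and 36449461 and 36456724 in the GFP-Mmi1 WCE. rRNA features took 79.2% and 81.9% of the counts in the TAP-Mmi1 IP and 96.4% and 96.0% in the GFP-Mmi1 IP, and between 7.98% and 27.4% in the 4 WCE libraries. The widest 95% Wilson interval of these shares spanned 0.0264 percentage points. Intervals and detection floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. On average, the TAP-Mmi1 IP held 5.5 times as many counts outside rRNA as the GFP-Mmi1 IP. Across features, which are not independent replicates, log2 counts of the replicates, scaled to library size, correlated with r = 0.943 in the TAP-Mmi1 IP, 0.863 in the GFP-Mmi1 IP, 0.992 in the TAP-Mmi1 WCE and 0.998 in the GFP-Mmi1 WCE. A floor of 3 counts corresponds to 8.7e-06% of the first GFP-Mmi1 IP library.

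**Figure D1:**
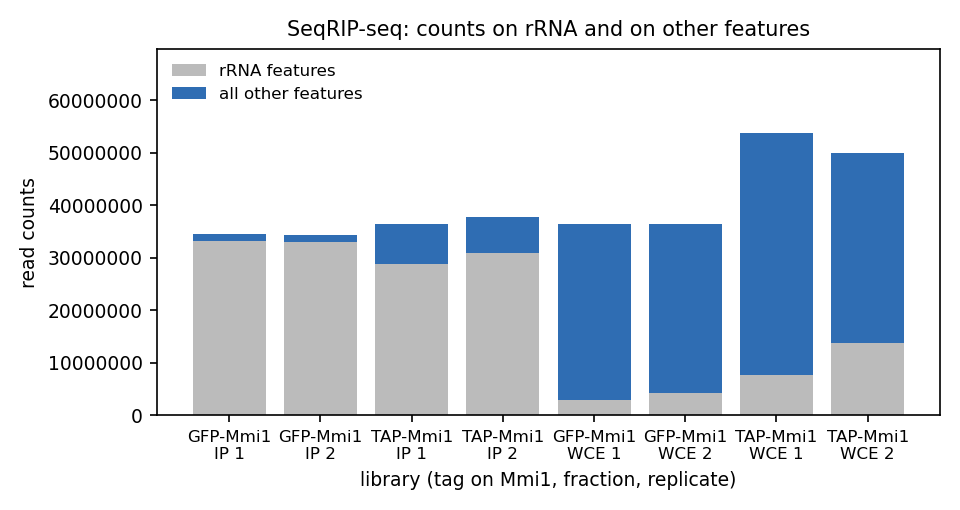
Read counts (y axis) in each of the 8 seqRIP-seq libraries (x axis), with counts on rRNA features in grey and counts on all other features in blue. The blue part is 1249213 and 1374433 counts in the GFP-Mmi1 IP and 7596584 and 6836961 counts in the TAP-Mmi1 IP.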

To enrich bound RNA species, we used mitotic cells overexpressing Mei2, since the levels of the latter are kept low in a wild-type strain. 

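For each feature, the IP count was divided by the WCE count of the same strain and replicate number, using the counts as deposited. By the rule of Supplementary Data 1, a feature was retained when the relative standard deviation of its IP/WCE ratio in the TAP-Mmi1 strain was under 0.3 and its mean ratio there was over 2 times the mean ratio in the GFP-Mmi1 strain. This rule retained 4062 of the 6974 features (58.2%). Among them were 3193 of 5105 mRNAs, 799 of 1486 lncRNAs, 31 of 66 sn/snoRNAs and 23 of 171 tRNAs, whereas 0 of 47 rRNA features were retained. The listed non-coding RNAs include 840 antisense features, which lie by at least 50% over a feature on the opposite strand. The paper's text does not name the strand setting of the counting, so antisense features may share reads with their partners. Abundance, the mean WCE count per nt after scaling the 4 WCE libraries to their mean total, spanned 0.00218 to 544 among the 4016 retained features with a known length, with a median of 1.48. Scaling had the largest effect on the number retained, which was 1127 when counts were divided by library sizes from edgeR's TMM normalization before the ratio. The median ratio of all listed sn/snoRNAs was 1.19 in the TAP-Mmi1 strain and 0.0719 in the control. It was 0.229 and 0.0306 for lncRNAs, 0.125 and 0.0278 for mRNAs, and 0.103 and 0.0479 for tRNAs. A ratio above 1 was reached by 209 of the retained features.

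The same comparison was tested with edgeR's quasi-likelihood test, as the log2 IP/WCE difference in the TAP-Mmi1 strain minus that in the control, after TMM normalization. Of 6828 features tested, 1292 were higher and 1618 lower than the control at a Benjamini-Hochberg adjusted p under 0.05. These values are relative to the typical feature, and the median log2 difference was -0.05. When each library was scaled by its total only, the median moved up by 2.68, and 6114 features were higher and 32 lower. IP and WCE of one number come from the same culture, and the differences between replicates correlated between IP and WCE across features by 0.089 in the TAP-Mmi1 strain and 0.026 in the control. With the culture as a replicate block, 1069 features were higher, 1015 of them shared with the fit without the block, and 1424 were lower. Within the TAP-Mmi1 strain, 1990 features were higher and 2094 lower in the IP than in the WCE, against 1660 and 1946 with the culture as a block. Between the WCE of both strains, 20 features were higher and 4 lower with TAP-Mmi1. By class, the median log2 difference over the control was 1.50 for 66 sn/snoRNAs, 0.57 for 1434 lncRNAs, -0.17 for 5080 mRNAs and -1.89 for 163 tRNAs, and the medians of mRNAs and tRNAs became 2.53 and 0.83 with library totals only. The lncRNA median includes antisense features, whose reads may come in part from the opposite strand.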

In these conditions, Mmi1 and Mei2 co-precipitated a large population of transcripts with various expression levels, including mRNAs, tRNAs, sn/snoRNAs, and lncRNAs (Fig. 2a, Supplementary Data 1). To narrow down the number of candidates, we intersected the 100 most enriched and 100 most abundant RNAs and identified 7 species falling in that category (Fig. 2a, red dots), including 5 sn/snoRNAs and 2 lncRNAs, *meiRNA* and *omt3*. 

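Retained features were ranked by the mean IP/WCE ratio in the TAP-Mmi1 strain and by abundance, and 8 features were among the first 100 of both lists. The 100th feature had a ratio of 1.72 in the first list and an abundance of 7.45 counts per nt in the second. The 8 features were the sn/snoRNAs snoU14, snR3, snR30, sno16 and snR10, and the lncRNAs omt3, meiRNA and mamRNA, the last of which the files list as UpsnoU14. The lncRNA omt3 (SPNCRNA.130) lies on chromosome I from 4516070 to 4517070 on the plus strand. Its ratio was 7.02 ± 1.53 (SD, n = 2) with TAP-Mmi1 and 0.111 ± 0.0855 (SD, n = 2) in the control, a 63.1-fold difference larger than the spread of the replicates. It ranked 9 by enrichment and 59 by abundance, with a log2 enrichment over the control of 3.61 (standard error 0.73, adjusted p = 0.00576 from edgeR's quasi-likelihood test) and 3.91 with the culture as a replicate block. Leaving out each replicate in turn gave omt3 values between 3.01 and 4.82. snR3 had a ratio of 5.17 ± 0.758 (SD, n = 2), snR30 of 4.13 ± 0.067, sno16 of 3.10 ± 0.25 and snR10 of 2.54 ± 0.04. Their ratios were 10.1, 10.6, 9.74 and 22.3 times the control, and snR30 and snR3 ranked 6 and 8 by abundance. Relative to the typical feature, snR10 was higher than the control (log2 2.25, standard error 0.35, adjusted p = 0.0017 from edgeR) and so was snR30 (log2 1.09, standard error 0.30, adjusted p = 0.0206 from edgeR). By contrast, sno16 (log2 0.93) and snR3 (log2 1.02) had adjusted p of 0.092 and 0.21 from edgeR without a block, and 0.00599 and 0.00477 with the culture as a block. The median log2 IP/WCE in the GFP-Mmi1 strain was 1.18 for sn/snoRNAs and -0.04 for mRNAs. Of the 8 features, 6 passed an adjusted p of 0.05 from edgeR without the block and 8 with it, and for all 8 both TAP-Mmi1 ratios exceeded both control ratios. The rule that retained these features favours such a separation. When abundance was not divided by length, 1 feature, meiRNA, was left in both lists, and with TMM scaling in the ratio 25 features, including all 8, were in both. From the importance of the RNA-binding activities of Mmi1 and Mei2, the paper proposes that their mutual control could be RNA-mediated, and it narrows down the candidate RNAs by intersecting the enriched and abundant ones.

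**Figure D2:**
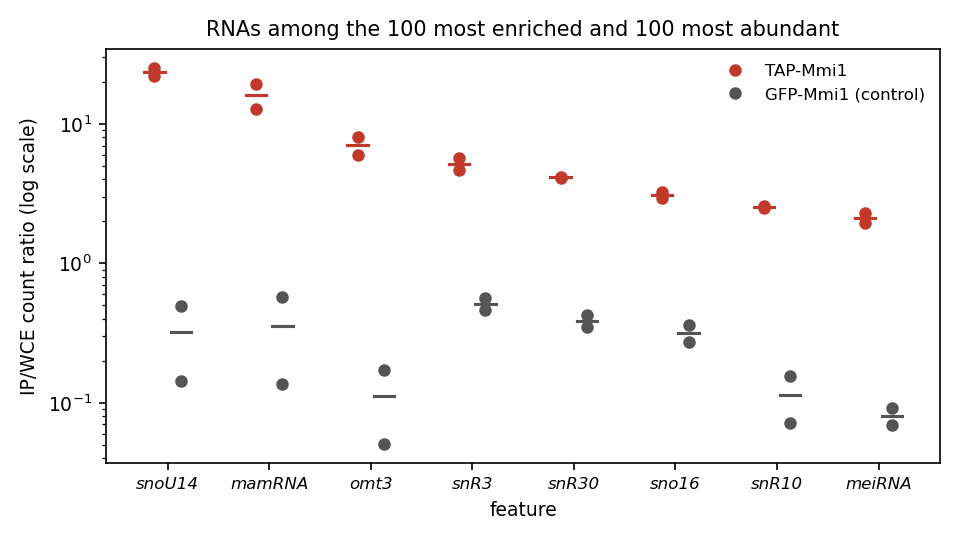
IP/WCE count ratio on a log scale (y axis) of the 8 features in both lists of 100 (x axis), with TAP-Mmi1 in red and the GFP-Mmi1 control in grey. Points are the 2 replicates of each strain and horizontal lines their means, and TAP-Mmi1 points lie between 1.94 and 25.4 and control points between 0.0507 and 0.576.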

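meiRNA, the long isoform of the sme2 gene in the files, lies on the minus strand of chromosome II from 339346 to 340907. Its WCE counts were 45595 and 26310 with TAP-Mmi1 and 22979 and 29386 with GFP-Mmi1. Per nt, its abundance was 19.9 ± 4.27 counts (SD, n = 4 WCE libraries), which ranked 19 among the retained features. Between the WCE of both strains, meiRNA differed by 0.18 on the log2 scale (standard error 0.23, adjusted p = 1 from edgeR's quasi-likelihood test). Both strains overexpressed Mei2, so its effect on meiRNA abundance was not measurable in these libraries. The mei2 mRNA (SPAC27D7.03c) had between 186689 and 269716 WCE counts per library and an abundance of 52.3 ± 6.73 counts per nt (SD, n = 4). meiRNA had a mean IP/WCE ratio of 2.12 ± 0.264 (SD, n = 2) with TAP-Mmi1, the 78th of the retained features, and of 0.0809 ± 0.0158 (SD, n = 2) in the control. Its log2 enrichment over the control was 2.45 (standard error 0.33, adjusted p = 0.000872 from edgeR), and 2.43 with the culture as a replicate block. Leaving out each replicate in turn gave values between 2.26 and 2.61.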

Of note, the relatively high abundance of *meiRNA* in this experiment most likely results from Mei2 overexpression, which leads to the accumulation of Mmi1 RNA targets^45^.

**Fig. 2:**
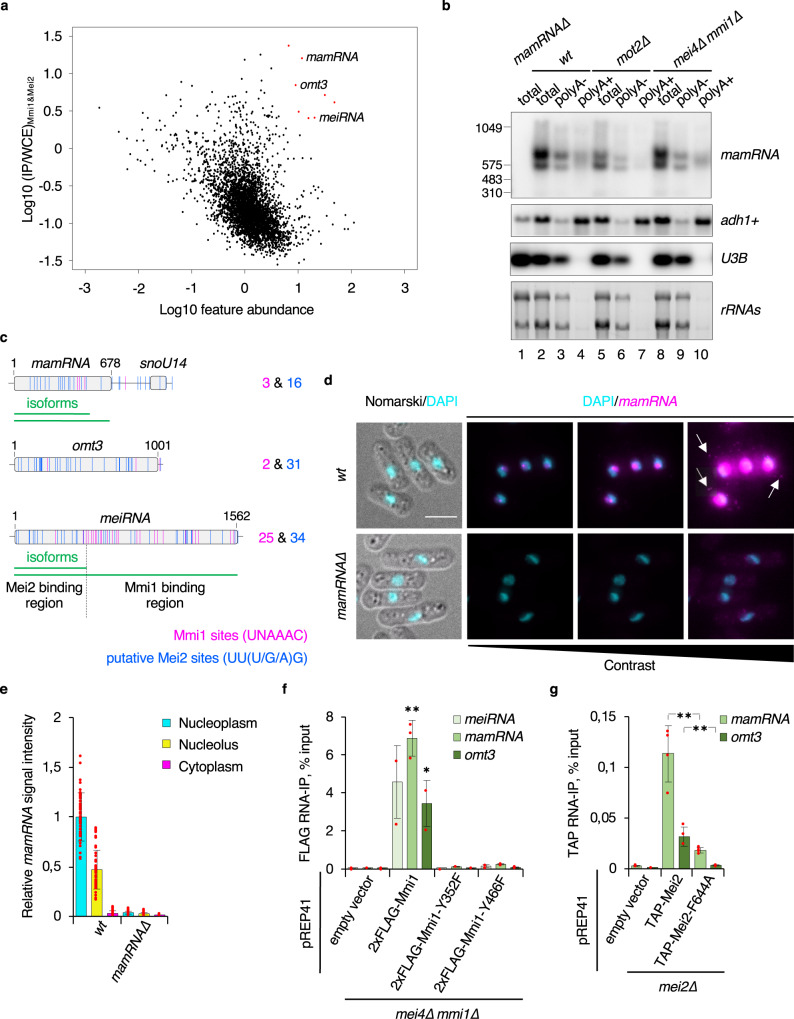
Identification of *mamRNA*, an Mmi1 and Mei2-scaffolding lncRNA. **a** SeqRIP-seq plot showing the enrichments (log10 IP/WCE) of transcripts pulled-down in the double-tagged strain of interest (*y* axis) as a function of their abundance (log10) (*x* axis) (*n* = 2). Red dots correspond to RNAs among the 100 most enriched and 100 most abundant features. Cells expressing TAP- or GFP-tagged Mmi1 and 3xFLAG-tagged Mei2 under the control of the mild nmt41 and strong nmt1 promoters, respectively, were used for immunoprecipitations (strain of interest: P_nmt41_-TAP-Mmi1 P_nmt1_-3xFLAG-Mei2; negative control: P_nmt41_-GFP-Mmi1 P_nmt1_-3xFLAG-Mei2). IP: Immunoprecipitate, WCE: Whole Cell Extract. **b** Northern blot showing *mamRNA* levels from total RNA samples and fractions enriched (polyA + ) or depleted (polyA-) for polyadenylated species, in the indicated genetic backgrounds. Enrichment and depletion of polyadenylated RNAs were verified by probing *adh1* + mRNAs and *snoU3B*, respectively. Ribosomal RNAs serve as a loading control. **c** Scheme depicting the chromosomal loci encoding the *mamRNA*, *omt3*, and *meiRNA* lncRNAs with the number and position of Mmi1 (magenta) and putative non-overlapping Mei2 (blue) binding motifs. *mamRNA* and *meiRNA* isoforms are shown in green below the corresponding loci. The regions of Mmi1 and Mei2 binding to *meiRNA* are indicated^35^. **d** Representative images of *mamRNA* detected by smFISH in *wt* and *mamRNA∆* mitotic cells. DNA was stained with DAPI. Images are shown as maximum-intensity projections of Z-stacks. Distinct contrast adjustments are shown to visualize *mamRNA* subcellular localization. White arrows point to cytoplasmic spots. The white scale bar represents 5 µm. **e** *mamRNA* signal intensities (integrated densities relative to nucleoplasmic average; mean ± SD; *n* = 50 cells) quantified from **d** in the indicated areas. **f**, **g** Enrichments (% input; mean ± SD; *n* = 3 or 4) of *meiRNA*, *mamRNA* and *omt3* lncRNAs upon pulldown of *wt* or mutant 2xFLAG-tagged Mmi1 (**f**) and TAP-tagged Mei2 (**g**). Student’s *t* test (two-tailed) was used to calculate *p*-values. Between cells expressing pREP41-2xFLAG-Mmi1 and pREP41-2xFLAG-Mmi1-Y352F or Y466F (**f**), *p* = 0.00641 or 0.00663 (*mamRNA*) (0.01 > **>0.001); 0.03981 or 0.04065 (*omt3*) (0.05 > *>0.01). Between cells expressing pREP41-TAP-Mei2 and pREP41-TAP-Mei2-F644A (**g**), *p* = 0.00608 (*mamRNA*); 0.00916 (*omt3*) (0.01 > **>0.001). **e**, **f**, **g** Individual data points are represented by red circles.

Visual inspection of sequencing data further revealed the strong enrichment of an unannotated feature located upstream of snoU14 (Supplementary Fig. 2c). 

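The files list this feature as UpsnoU14, on chromosome II from 1307680 to 1308358 on the plus strand, and the snoU14 gene (SPSNORNA.21) from 1308634 to 1308745 on the same strand. UpsnoU14, which the paper names mamRNA, had 177540 and 190526 counts in the TAP-Mmi1 IP and 13911 and 9856 in its WCE, against 1017 and 4526 in the GFP-Mmi1 IP and 7473 and 7854 in its WCE. The IP/WCE ratio was 12.8 and 19.3 in the TAP-Mmi1 replicates, the third highest mean of the retained features. Control ratios were 0.136 and 0.576, a spread of 0.311 (SD, n = 2) that is smaller than the difference between the strains. The mean ratio was 45.1 times the control, and the log2 enrichment over the control was 3.11 (standard error 0.81, adjusted p = 0.0177 from edgeR's quasi-likelihood test). With the culture as a replicate block, it was 3.51 (adjusted p = 0.00287 from edgeR), and it stayed between 2.44 and 4.58 with each replicate left out in turn. Abundance was 14.3 ± 1.8 counts per nt (SD, n = 4 WCE libraries), the 37th of the retained features. snoU14 had a ratio of 23.6 ± 2.43 (SD, n = 2) with TAP-Mmi1, the highest of the retained features, and of 0.32 ± 0.249 (SD, n = 2) in the control. Its log2 enrichment over the control was 3.80 (standard error 0.77, adjusted p = 0.00584 from edgeR), and its abundance of 7.71 counts per nt ranked 92. Leaving out each replicate in turn gave snoU14 values between 3.23 and 5.07. In the WCE, the TAP-Mmi1 strain differed from the control by 0.38 for UpsnoU14 and by 0.56 for snoU14 on the log2 scale (adjusted p = 1 for both from edgeR).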

RACE and Northern blot analyses demonstrated that this corresponded to an independent transcript, hereafter called *mamRNA* (for Mmi1 and Mei2-associated RNA), which accumulates as two non-adenylated isoforms and a pool of polyadenylated species (Fig. 2b, Supplementary Fig. 2d, e). *mamRNA* is produced by RNA PolII according to NET-seq data and is classified as a *bona fide* lncRNA by CPC2 (Coding Potential Calculator 2)^49,50^ (Supplementary Fig. 2f, g). Remarkably, *mamRNA* escapes degradation during mitosis (Fig. 2b), contrary to other Mmi1-bound meiotic transcripts including *meiRNA*. 

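The UNAAAC motif bound by Mmi1 and the UU(U/G/A)G motif of Mei2 were counted without overlaps on the sense strand of the S. pombe reference genome ASM294v3, over the span that the annotation of this genome gives for each lncRNA. mamRNA covers 679 nt of chromosome II (1307681 to 1308359), and its UNAAAC motifs start 445, 458 and 493 nt from the 5′ end, in the contexts GUACGCAUACUGAAACCUUGAACUCA, AACCUUGAACUCAAACUGAAUCUUUG and AAGUGCCUUGUUAAACUUGUUUGUAA. Its span holds 23.6 UU(U/G/A)G motifs per kb. The 1001 nt of omt3 hold 2 UNAAAC motifs, at 226 and 842 nt from the 5′ end, and 31 UU(U/G/A)G motifs, or 31 per kb. On the annotated span of meiRNA (1562 nt), 9 UNAAAC motifs were found. The first lay 350 nt and the second 1270 nt from the 5′ end, and the other 7 lay between 1463 nt and 1556 nt, near the annotated 3′ end. The same span holds 33 UU(U/G/A)G motifs, or 21.1 per kb. UNAAAC motifs on the opposite strand numbered 2 in mamRNA, 5 in omt3 and 1 in meiRNA.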

The presence of 3 Mmi1 binding sites (i.e. UNAAAC) as opposed to 25 in *meiRNA* may account for this difference (Fig. 2c), although a single motif was shown to be sufficient for RNA decay^7^. *mamRNA* also comprises 16 putative Mei2 motifs (i.e. UU(U/G/A)G) that are evenly distributed, akin to *omt3* and *meiRNA* (Fig. 2c). Since Mei2 associates with the latter in its 5′ region^35^, other sequence and/or structure elements likely specify its binding to RNA.

Using single molecule Fluorescence In Situ Hybridization (smFISH), we observed that *mamRNA* localizes to a prominent nuclear dot in mitotic cells, likely corresponding to its transcription site (Fig. 2d, e). A diffuse signal, distinct from DAPI staining, also indicated nucleolar localization, and scattered cytoplasmic spots further suggested that a pool of *mamRNA*, presumably the polyadenylated fraction, undergoes nucleocytoplasmic export (Fig. 2d, e). During meiotic prophase I, *mamRNA* accumulated to a lesser extent in scattered foci and partially redistributed to the cytoplasm (Supplementary Fig. 2h, i), suggesting the existence of mechanisms regulating its abundance and localization. This was in striking contrast to *meiRNA* that accumulates at its transcription site (i.e. the *sme2* + gene), luring Mmi1 and hence preventing meiotic mRNA degradation^35^.

The possibility that an RNA bridges Mmi1 and Mei2 to ensure their reciprocal inhibition implies that its binding to both proteins should depend on their YTH and RRM3 domain, respectively (Fig. 1). Indeed, Mmi1 YTH mutants did not associate with the above-mentioned lncRNAs (i.e. *meiRNA*, *mamRNA*, and *omt3*), and Mei2-F644A binding was abolished or severely compromised (Figs. 1h, 2f, g). On the contrary, we did not observe significant RRM3-dependent enrichment for the other 5 sn/snoRNAs and we therefore excluded them for subsequent analyses (Supplementary Fig. 2j).

### *mamRNA* mediates the Mmi1–Mei2 mutual control

The model of a bridging RNA predicts that it should contribute to lower Mei2 abundance, similar to Mmi1 and Mot2, while promoting Mmi1 inactivation upon increased Mei2 levels (i.e. in *mot2∆* cells). Strikingly, among the 3 lncRNAs, only *mamRNA* was required for Mei2 downregulation and this was independent from alterations in *mei2* + gene expression (Supplementary Fig. 3a,b). In addition, cells deleted for both Mot2 and *mamRNA* exhibited increased Mei2 levels similar to each single mutant, indicating that they function in the same pathway (Fig. 3a). Ectopic expression of *mamRNA*, but not *snoU14*, from the *leu1* + locus in otherwise *mamRNA∆* cells, restores low levels of Mei2 (Fig. 3b), further revealing that it can function in *trans*.

**Fig. 3:**
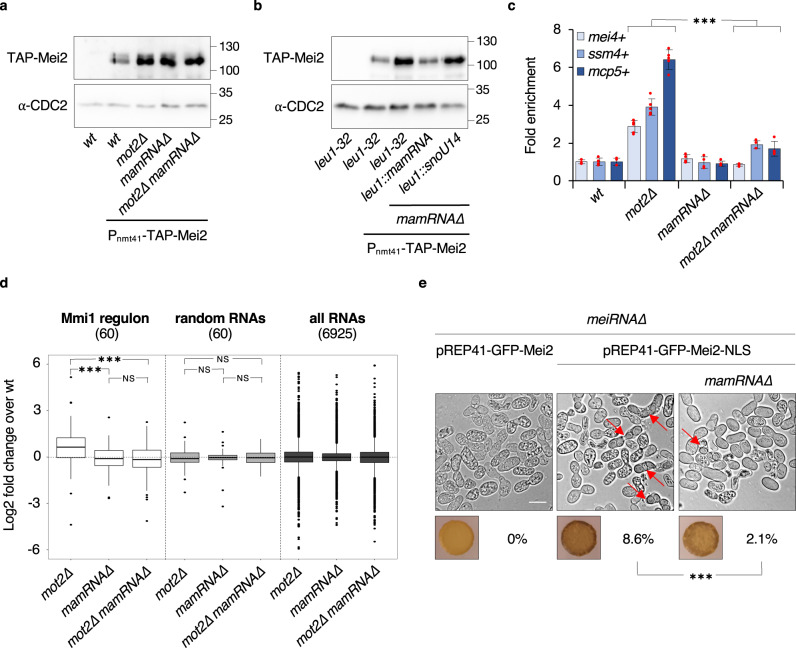
*mamRNA* mediates the Mmi1–Mei2 mutual control. **a**, **b** Western blots showing total TAP-tagged Mei2 levels in cells of the indicated genetic backgrounds. Anti-CDC2 antibody was used as loading control. In **b**, *mamRNA* or *snoU14* were integrated at the *leu1* + locus. **c** RT-qPCR analyses of *mei4* + , *ssm4* + and *mcp5* + meiotic mRNA levels in cells of the indicated genetic backgrounds (mean ± SD; *n* = 4 or 5; normalized to *act1* + and relative to *wt*). Student’s *t* test (two-tailed) was used to calculate *p*-values. Between *mot2∆* and *mot2∆ mamRNA∆* cells, *p* = 0.00008 (*mei4* + ); 0.00011 (*ssm4* + ); 1.08 × 10^−6^ (*mcp5* + ) (***<0.001). Individual data points are represented by red circles. **d** Comparison of *wt*, *mot2∆*, *mamRNA∆* and *mot2∆ mamRNA∆* transcriptomes by RNA-sequencing (*n* = 2). Box plots showing the fold enrichment (log2) of RNAs in mutants relative to *wt*. Left: analysis of 60 transcripts regulated by Mmi1 as defined in ref. ^13^ (cluster 1); Middle: analysis of 60 random transcripts; Right: analysis of all transcripts identified. Box center lines represent the median, box limits represent the upper and lower quartiles, whiskers define the 1.5x interquartile range and individual points correspond to outliers. An Anova test was used to calculate *p*-values. Between *mot2∆* and *mamRNA∆*, *p* = 0.00046 (***<0.001). Between *mot2∆* and *mot2∆ mamRNA∆*, *p* = 0.00026 (***<0.001). NS: not significant. **e** Mating/sporulation efficiencies of the indicated homothallic strains (% tetrads; *n*_*meiRNA∆* pREP41-GFP-Mei2_ = 699 cells; *n*_*meiRNA∆* pREP41-GFP-Mei2-NLS_ = 579; *n*_*meiRNA∆ mamRNA∆* pREP41-GFP-Mei2-NLS_ = 674), as determined by iodine staining and live cell imaging. Red arrows point to tetrads. A Fisher exact test (two-sided) was used to calculate the *p*-value. *p* = 1.1517 × 10^−7^ (***<0.001). The white scale bar represents 10 µm.

To determine whether Mei2 dependent-inactivation of Mmi1 requires one of the three lncRNAs, we measured meiotic mRNA levels in RT-qPCR assays. The absence of *mamRNA*, but not *meiRNA* or *omt3*, almost completely suppressed the accumulation of meiotic mRNAs in the *mot2∆* background (Fig. 3c, Supplementary Fig. 3c). Transcriptome analyses further established a specific role for *mamRNA* in the accumulation of the entire set of Mmi1 targets in *mot2∆* cells (Fig. 3d, Supplementary Fig. 3d, Supplementary Data 2). Moreover, the sole deletion of *mamRNA* did not alter the expression of Mmi1 targets, despite increased Mei2 levels, thereby uncoupling Mmi1 inhibition from Mei2 accumulation (Fig. 3c, d). This supports the notion that *mamRNA* physically bridges Mmi1 and Mei2 to exert their mutual control in mitotic cells.

The ability of *mamRNA* to tune Mmi1 and Mei2 activities prompted us to assess its requirement for meiosis. Unlike *meiRNA*, we found that *mamRNA* is dispensable for sporulation (Supplementary Fig. 3e). Overexpression of an additional copy of *mamRNA* from the *leu1* + locus also failed to rescue sporulation defects in *meiRNA∆* cells (Supplementary Fig. 3f). Increased *mamRNA* levels are therefore not sufficient to lure Mmi1 at meiosis onset, as opposed to the overexpression of DSR elements from meiotic mRNAs^6^. Crucially, however, *mamRNA* becomes critical in *meiRNA∆* cells where artificial targeting of Mei2 to the nucleus partially restores meiosis^37^ (Fig. 3e). This strongly suggests that, even in the absence of *meiRNA*, Mmi1 inhibition by *mamRNA* and Mei2 is sufficient to trigger meiosis.

### Subcellular localization of Mmi1, *mamRNA* and meiotic mRNAs

We next localized *mamRNA* with respect to Mmi1 during mitosis. Strikingly, smFISH experiments in cells expressing GFP-tagged Mmi1 revealed a recurrent overlap between the prominent *mamRNA* nuclear signal (i.e. its likely transcription site) and one of the scattered Mmi1 foci in both wild-type and *mot2∆* cells (Fig. 4a, Supplementary Fig. 4a, b), strongly suggesting that the *mamRNA*-dependent mutual control of Mmi1 and Mei2 is spatially confined. Our data further revealed that the localizations of Mmi1 and *mamRNA* were barely affected in the absence of Mot2 (Supplementary Fig. 4c, d).

**Fig. 4:**
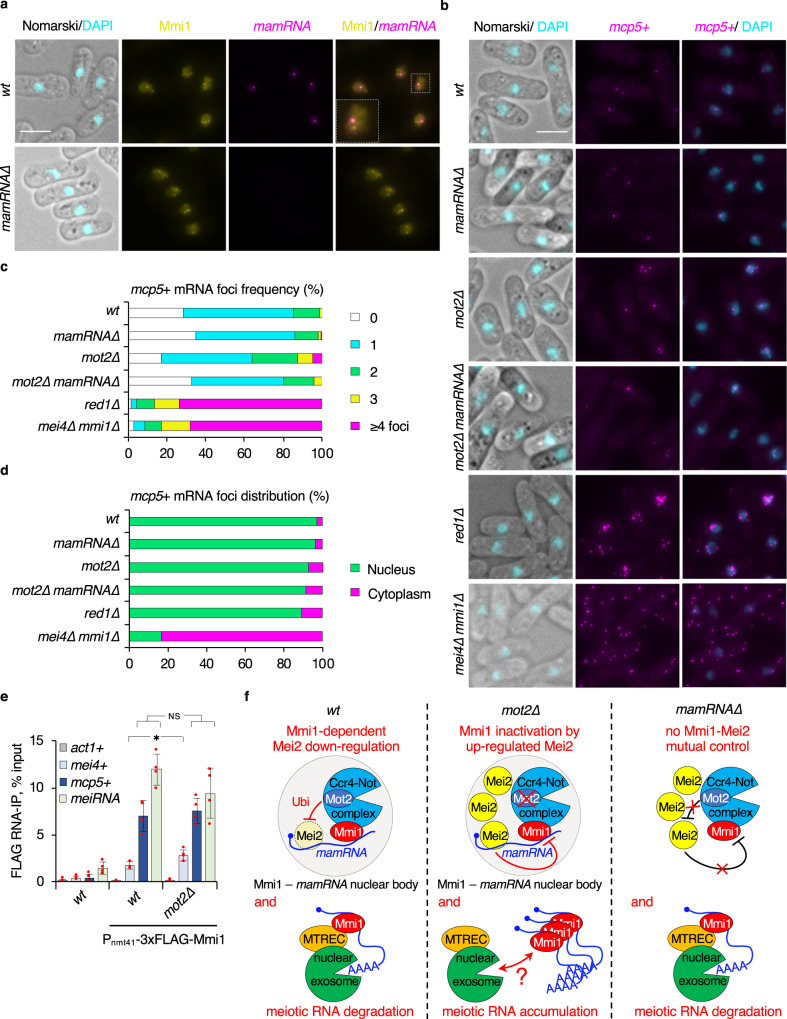
Subcellular localization of Mmi1, *mamRNA* and meiotic mRNAs. **a**, **b** Representative images of *mamRNA* (**a**) or *mcp5* + mRNAs (**b**) detected by smFISH in cells of the indicated genetic backgrounds. DNA was stained with DAPI. In **a**, GFP-tagged Mmi1 was visualized in parallel. Images are shown as maximum-intensity projections of Z-stacks. White scale bars represent 5 µm. **c**, **d** Quantifications of smFISH analyses shown in **b**. **c** Distribution of *mcp5* + mRNA foci frequency per cell (*n*_*wt*_ = 1003 cells; *n*_*mamRNA∆*_ = 577; *n*_*mot2∆*_ = 824; *n*_*mot2∆mamRNA∆*_ = 240; *n*_*red1∆*_ = 839; *n*_*mei4∆mmi1∆*_ = 469). **d** Distribution of *mcp5* + mRNA foci localization (*n*_*wt*_ = 872 foci; *n*_*mamRNA∆*_ = 469; *n*_*mot2∆*_ = 1166; *n*_*mot2∆mamRNA∆*_ = 219; *n*_*red1∆*_ = 939; *n*_*mei4∆mmi1∆*_ = 1181). **e** Enrichments (% input; mean ± SD; *n* = 4) of *act1* + , *mei4* + , *mcp5* + mRNAs and *meiRNA* upon pulldown of 2xFLAG-tagged Mmi1 in *wt* and *mot2∆* cells. Student’s *t* test (two-tailed) was used to calculate *p*-values. Between P_nm41_-3xFLAG-Mmi1 and *mot2∆* P_nm41_-3xFLAG-Mmi1, *p* = 0.02936 (*mei4* + ) (0.05 > *>0.01); 0.62718 (*mcp5* + ); 0.17136 (*meiRNA*). NS: not significant. Individual data points are represented by red circles. **f** Model depicting the role of *mamRNA* in the Mmi1–Mei2 mutual control in mitotic cells. In *wt* cells, Mmi1 binds to *mamRNA* to target Mei2 for downregulation by Mot2, which occurs in an Mmi1-containing nuclear body likely overlapping the *mamRNA* transcription site. This is required for efficient meiotic mRNA degradation by Mmi1, the Red1-containing MTREC complex and the nuclear exosome. In the absence of Mot2, increased Mei2 levels lead to meiotic mRNA accumulation in a *mamRNA*-dependent manner. Mmi1 inactivation occurs downstream of target recognition and nuclear retention. In *mamRNA∆* cells, the Mmi1–Mei2 mutual control is abolished: Mei2 cannot be targeted to Mot2 but Mmi1 function in meiotic mRNA degradation is preserved.

To determine the mechanism underlying Mmi1 inactivation by *mamRNA* and Mei2 in *mot2∆* cells, we investigated the localization of the *mcp5* + and *mei4* + meiotic mRNAs by smFISH, using cells deleted for Mmi1 and the MTREC subunit Red1 as controls for cytoplasmic and nuclear accumulation, respectively^32^. Compared to the wild-type strain, the number of *mcp5* + and *mei4* + foci increased substantially in *mot2∆* cells, and co-deletion of *mamRNA* led to a marked decrease in the number of detected molecules (Fig. 4b, c, Supplementary Fig. 4e, f), in agreement with the molecular analysis (Fig. 3c, d). Deletion of Mmi1 or Red1 led to a major increase in *mcp5* + and *mei4* + spots, consistent with their direct role in meiotic mRNA degradation. Importantly, the majority of *mcp5* + and *mei4* + transcripts was restricted to the nucleus in the absence of Mot2, similar to *red1∆* cells but unlike those lacking Mmi1^32^ (Fig. 4b, d, Supplementary Fig. 4e, g). This provides evidence that the nuclear retention activity of Mmi1 is preserved in the *mot2∆* mutant. Together with RNA-IP experiments showing that Mmi1 still efficiently binds its RNA targets in this context (Fig. 4e), our data indicate that *mamRNA*-dependent inhibition of Mmi1 occurs downstream of target recognition and nuclear retention. *mamRNA* thus appears to function as a scaffold rather than a decoy in the inactivation of Mmi1 during mitosis.

## Discussion

In this study, we show that the RNA-binding activities of Mmi1 and Mei2 are crucial for their mutual control during mitosis and further identify a lncRNA, termed *mamRNA*, as a major regulatory and bridging partner for both proteins in the nucleus. Remarkably, one of the Mmi1-containing nuclear bodies localizes to the *mamRNA* transcription site, suggesting that the Mmi1–Mei2 mutual control is spatially confined (Fig. 4f).

The cooperation between *mamRNA* and Mmi1 to buffer Mei2 abundance on one side (i.e. in wt cells), and between *mamRNA* and Mei2 to inactivate Mmi1 on the other side (i.e. in *mot2∆* cells), might be required to sustain robust mitotic growth or to prepare entry into meiosis, respectively. The *mamRNA*-dependent sensing of Mei2 levels may tip the scale towards a specific cell cycle as a function of environmental cues, thereby facilitating cell fate decisions. Mitotic cells exposed to temporary fluctuations in nutrient availability may also benefit from such a flexible system, shaping gene expression profiles when meiosis entry is too premature. The predominant role of *mamRNA* in fine-tuning Mmi1 and Mei2 activities during mitosis may thus reflect another facet of cell adaptability to environmental changes.

Prolonged nutritional starvation, which irreversibly commits cells to meiosis, triggers the induction of meiotic effectors, including Mei2 and *meiRNA*^51^. Coupled to the decrease in *mamRNA* levels, the build-up in Mei2 expression may, above a certain threshold, overwhelm its own downregulation and in turn promote Mmi1 inactivation. The resulting accumulation of DSR-containing transcripts, including *meiRNA*, would strengthen Mmi1 sequestration by enhanced Mei2 and *meiRNA* levels during meiotic prophase I^6,35^. Such a self-reinforcement system is likely to guarantee efficient Mmi1 inhibition, both lncRNP complexes (Mmi1–*mamRNA*–Mei2 and Mmi1–*meiRNA*–Mei2) acting in concert to ensure proper induction of the meiotic program. Crucially, *mamRNA* can take over *meiRNA* to induce meiosis, suggesting that Mmi1 luring is not a prerequisite for the completion of sexual differentiation. *mamRNA* thus emerges as a critical regulator of Mmi1 activity upon meiosis onset.

Despite numerous transcriptomic studies in various growth conditions and genetic backgrounds, *mamRNA* escaped former characterization, probably due to its genomic location, immediately upstream the *snoU14*-encoding gene. Although its boundaries are clearly distinct from *snoU14*, *mamRNA* might be processed from a longer precursor transcript encompassing both features, as suggested by RNA PolII NET-seq profiles. Whether dedicated endoribonucleases mediate cleavage of such RNA species remains however to be addressed. Remarkably, a substantial fraction of *mamRNA* also localizes to the nucleolus, possibly reflecting additional functions in this compartment. In addition, although specific lncRNAs can be translated into short, functional peptides^52^, the requirement for Mmi1 and Mei2 RNA-binding activities in their mutual control rather support a direct role for the RNA molecule itself.

Despite its binding to Mmi1, *mamRNA* surprisingly escapes selective elimination as opposed to meiotic mRNAs and *meiRNA*. Whether this relates to its lower content in UNAAAC motifs, its polyadenylation status or both requires further investigation. The existence of structured regions and/or protein partners precluding exonucleolytic attack by the exosome, similar to sn/snoRNAs, may also provide a rationale for its stability in mitotic cells. As for Mei2 binding to *mamRNA*, additional elements such as longer sites and/or specific folds certainly provide more specificity than the sole UU(U/G/A)G motifs.

Akin to *meiRNA*^35^, *mamRNA* transcription site constitutes a nucleation center for one Mmi1-containing nuclear body in mitotic cells. This might suggest that Mmi1 foci preferentially form at lncRNA transcription sites and that they do not solely reflect meiotic mRNA degradation centers as previously suggested. Interestingly, *omt3*, which we found to associate with Mmi1 and Mei2, accumulates at its genomic locus to promote pairing of homologous chromosomes during meiosis, similar to *meiRNA*^53,54^. Whether *mamRNA* also contributes to this process remains an open question. Likewise, although the role of *omt3* in mitotic cells remains unclear, it is tempting to speculate that another Mmi1 body lies at this gene.

In the absence of Mot2, accumulating Mei2 distributes throughout the cell^45^, implying that only a fraction of the protein associates with *mamRNA* to in turn inactivate Mmi1. Available *mamRNA* binding sites may be limiting and/or the Mei2-*mamRNA* dissociation rate be slow. In this context, Mmi1 is still proficient for meiotic mRNA binding and nuclear retention, indicating that its inhibition occurs downstream of RNA recognition. Hence, Mmi1 interaction with its cofactor Erh1 is unlikely to be impaired as the latter is necessary for the former to bind meiotic transcripts^12,14^. It is however possible that Mei2-bound *mamRNA* partially impairs the association of Mmi1 with downstream effectors, such as components of the polyadenylation/termination machinery, MTREC and/or the exosome. An alternative but not mutually exclusive model predicts that increased Mei2 levels may modify the physicochemical properties of the Mmi1–*mamRNA* body, locally precluding efficient meiotic mRNA degradation.

The function of *mamRNA* in mediating the Mmi1–Mei2 mutual control profoundly revisits the current model of the mitosis to meiosis switch in fission yeast and defines a paradigm for lncRNA-based regulation of gene expression. Our study thus provides a conceptual framework to address the conservation of similar mechanisms in developmental transitions and diseases.

## Methods

### Strains, media, and plasmids

The *S. pombe* strains used in this study are listed in Supplementary Table 4. Strains were generated by transformation following a lithium acetate-based method or by random spore analysis using complete medium (YE Broth, Formedium, #PMC0105) supplemented with appropriate antibiotics. All experiments were performed in 1X EMM-LEU-URA minimal medium (EMM-LEU-URA Broth, Formedium, #PMD0810) supplemented with 150 mg/L of either L-leucine (Sigma, #L8000) (EMM-URA), uracil (Sigma, #U750) (EMM-LEU) or both (EMM). To assess mating/sporulation efficiency, cells plated at 30 °C on ME (ME Broth, Formedium, #PCM0710) or EMM-LEU for 3 or 5 days, respectively, were exposed to iodine crystals (Sigma, #326143) which stain with dark color a starch-like compound in the spore wall.

The following plasmids were used for gene cloning/editing: pREP42X::*URA4*, pREP41::*LEU2*, pFA6a-kanMX6-P41nmt1-TAP, pFA6a-kanMX6-P41nmt1-3FLAG (Addgene plasmid # 19337; RRID:Addgene_19337)^55^, pFA6a-natMX6-P3nmt1-3FLAG (Addgene plasmid # 19345; RRID:Addgene_19345)^55^, pFA6a-kanMX6-P41nmt1-GFP (Addgene plasmid # 39290; RRID:Addgene_39290)^56^, pFA6a-HyTkAX (Addgene plasmid # 73898; RRID:Addgene_73898)^57^, pJK148-Pnmt1-GBP-mCherry(N)-leu1 + (NBRP plasmid FYP3968, pJQW#625; https://yeast.nig.ac.jp/yeast/fyPlasmidDetail.jsf?id=3968)^58^.

### Cloning, expression, and purification of recombinant protein

The DNA fragment encoding for RRM3^Mei2^ domain (residues 579 to 750) was amplified by PCR with oligonucleotides oMG432 and oMG429 (Supplementary Table 5) and further cloned into pGEX-6P1 vector using Fast Digest *Sma*I and *Not*I restriction enzymes (Thermo Fisher Scientific, #FD0664 and #FD0595, respectively) to generate the plasmid pMG918 encoding for a GST-tag fused to the N-terminal extremity of the RRM3^Mei2^ domain by a 3 C protease cleavage site. The RRM3^Mei2-F644A^ point mutant was generated by one-step site-directed mutagenesis of pMG918 using oligonucleotides listed in Supplementary Table 5 to yield corresponding plasmids.

The RRM3^Mei2^ proteins were overexpressed in BL21 (DE) Codon+ cells and in TBAI media (Terrific Broth Auto-Inducible media; Formedium, #AIMTB0260), containing Ampicillin (100 µg/mL; Sigma, #A9518) and Chloramphenicol (25 µg/mL; Applichem, #A7495). After OD_600_ reached 0.6 at 37 °C, culture was transferred to 18 °C for 16 h. To overexpress selenomethionine labeled protein, 10 mL of overnight culture was used as inoculum for 1 L selenomethionine containing minimal media. Culture was grown at 37 °C until OD_600_ reached 0.6 and then induced with 100 µM IPTG (Thermo Fisher Scientific, #R0392) and transferred to 18 °C for 16 h. Cells were harvested by centrifugation (4000 *g* for 45 min) and cell pellets were resuspended in 30 mL lysis buffer (20 mM Tris-HCl, pH 7.5, 200 mM NaCl, 5 mM 2-mercaptoethanol) in the presence of 100 µM PMSF. Cell lysis was performed by sonication on ice, followed by lysate clearance by centrifugation at 20000 *g* for 45 min. The supernatants were applied on GSH-sepharose 4B resin (VWR, # 17-0756-05) pre-equilibrated with lysis buffer. After extensive washing steps with lysis buffer and with a high salinity buffer (20 mM Tris-HCl pH 7.5, 2 M NaCl, 5 mM β-mercaptoethanol), the protein was eluted with elution buffer (20 mM Tris-HCl pH 7.5, 200 mM NaCl, 20 mM GSH, 5 mM β-mercaptoethanol). The eluted protein was next incubated overnight at 4 °C with GST-3C protease under dialysis conditions in lysis buffer and then passed again through GSH column to remove the GST-tag as well as the GST tagged 3 C protease. The unbound proteins were subjected to an Heparin Sepharose 6 Fast flow column (GE Healthcare Biosciences, # 17-0998-01) and eluted using a linear gradient ranging from 100% Buffer A (50 mM Tris HCl, pH 7.5, 50 mM NaCl, 5 mM 2-mercaptoethanol) to 100% Buffer B (50 mM Tris HCl, pH 7.5, 1 M NaCl, 5 mM 2-mercaptoethanol). The protein eluted from Heparin column was further purified using a HiLoad 16/600 Superdex 75 column (GE Healthcare Biosciences, # 28-9893-33) pre-equilibrated with lysis buffer on an ÄKTA Purifier system (GE Healthcare Biosciences).

### Crystallization, data collection, and structure determination

Crystals of the native or SeMet-labeled RRM3^Mei2^ proteins in the absence of RNA were obtained by mixing 1 µL of concentrated protein (20 mg/mL in the lysis buffer) with an equal volume of crystallization solution (1 M ammonium sulfate, 0.1 M Bis-Tris pH 5.5; 1% PEG 3350) at 4 °C.

Prior to crystallization assays with RNA, 1 mM of RRM3^Mei2^ (20 mg/ml) was incubated with 1.2 molar excess of the GCUUUUUGUUCG oligonucleotide (purchased from Dharmacon). Then, 1 µL of this solution was mixed with an equal volume of crystallization condition composed of 0.2 M NaCl, 0.1 M Na/K phosphate pH 6.5, 25% w/v PEG 1000 at 4 °C.

For data collection, all crystals were quick-soaked in cryo-protectant solutions containing 15% (v/v) and then 30% glycerol in corresponding crystallization solutions and flash-frozen in liquid nitrogen to collect the data set. Datasets were collected on Proxima-1 (WT and Se-Met labeled apo-structure) and Proxima-2A (RNA-bound structure) beamlines at SOLEIL Synchrotron (Saint-Aubin, France). Statistics for data processing are summarized in Supplementary Table 1.

The RRM3^Mei2^ apo-structure was solved by Se-SAD using data collected at a wavelength close to the absorption edge of selenium. Se sites were located by SHELXD^59^ while experimental phasing and automated model building was performed with the AutoSol procedure^60^ implemented in the Phenix suite. A first model was obtained by iterative cycles of building and refinement performed using COOT and BUSTER programs, respectively. The structure was further refined at high resolution using the 1.9 Å resolution native dataset. The R and R_free_ of the final structure are 17.1% and 19.4%, respectively. In the final structure, RRM3^Mei2^ residues 580–726 and 580–725 are visible for promoters A and C, respectively. In addition, 9 molecules of Ethylene glycol from cryo-protectant, 3 molecules of PEG and 3 sulfate ions as well as 187 water molecules were modeled in the electron density maps.

The structure of the RRM3^Mei2^ - RNA complex was solved by molecular replacement using the coordinates of the apo-structure as template with the PHASER program^61^. The final structure was obtained at 2.65 Å resolution after multiple rounds of model building and refinement as for the apo-structure. The final model had a *R* and *R*_free_ of 22.3% and 29.8%. The final structure contains residues 580–727 from RRM3^Mei2^, the 12 nucleotides from the RNA fragment, and 30 water molecules.

Statistics for structure refinement are summarized in Supplementary Table 1.

### Isothermal titration calorimetry

Prior to ITC analysis, protein and RNA samples were dialyzed against the following buffer: 20 mM Tris HCl pH 7.5, 200 mM NaCl, 5 mM 2-mercaptoethanol. The interaction between RRM3^Mei2^ and different RNA fragments (Dharmacon) was characterized using an iTC_200_ machine at 20 °C. In all ITC experiments, 200 µL of protein was titrated by several injections of 2 µL of RNA at intervals of 180 s and stirring speed of 700 rpm. The concentrations of the reagents in the cell (proteins) and syringe (RNAs) are indicated in Supplementary Table 2. A theoretical curve assuming a one-binding site model calculated using Origin Software (MicroCal Inc.) gave the best fit to the experimental data. As SEC-MALLS analysis revealed a 1:1 stoichiometry, the *N* value was fixed to 1 during fitting.

### Size exclusion chromatography-multi angle laser light scattering (SEC-MALLS)

For each experiment, a 100 µL (1 mg/mL) sample was injected at a flow rate of 0.75 mL/min on a Superdex^TM^ 200 Increase 10/300 GL column (GE-Healthcare Biosciences, # 28-9909-44) in the same buffer as for ITC experiments (20 mM Tris HCl pH 7.5, 200 mM NaCl, 5 mM 2-mercaptoethanol). Elution was followed by a UV-Visible spectrophotometer, a RID-20A refractive index detector (Shimadzu), a MiniDawn TREOS detector (Wyatt Technology). The data were collected and processed with the program ASTRA 6.1 (Wyatt Technology). M_w_ was directly calculated from the absolute light scattering measurements using a dn/dc value of 0.183.

### Total protein analyses

Total proteins were extracted from cell pellets corresponding to 2 to 5 ODs, as previously described^45^. Briefly, cell lysis was performed on ice using 0.3 M NaOH and 1% beta-mercaptoethanol prior to protein precipitation with trichloroacetic acid (TCA) (7% final). Following full speed centrifugation, pellets were resuspended in HU loading buffer and heat-denaturated at 70˚C. Soluble fractions were recovered, and samples were analyzed by standard immunoblotting procedures using 1:3000 peroxydase-conjugated antiperoxydase (PAP, to detect protein-A-tagged proteins) (Sigma, #P1291, RRID:AB_1079562), 1:3000 monoclonal anti-FLAG antibody (Sigma, #F3165, RRID:AB_259529), 1:3000 anti-CDC2 antibody (Abcam, #ab5467, RRID:AB_2074778), 1:1000 anti-GFP antibody (Roche, # 11814460001, RRID: AB_390913), 1:500 anti-CBP antibody (Millipore, #07-482, RRID:AB_310653), 1:5000 goat anti-mouse IgG-HRP (Santa Cruz Biotechnology, #sc-2005, RRID:AB_631736) and 1:5000 goat anti-rabbit IgG-HRP (Santa Cruz Biotechnology, #sc-2004, RRID:AB_631746). Detection was done with SuperSignal West Pico Chemiluminescent Substrate (ThermoFisher Scientific, #34080), ECL Select reagent (GE Healthcare, #RPN2235), and a Vilber Lourmat Fusion Fx7 imager.

### Total RNA extraction

Total RNAs were extracted from cell pellets using hot acid phenol, as described in ref. ^45^. Samples were treated with DNAse (Ambion, #AM1906) and concentrations measured with a Nanodrop.

### Polyadenylated RNA purification from total RNA

50 µl of DYNAL Dynabeads Oligo(dT)_25_ (ThermoFisher Scientific, #61002) were used to purify polyadenylated transcripts from 20 µg total RNAs. Purification was performed according to the manufacturer’s instructions except that the first step flow-through was incubated a second time with the same beads. Eluted fractions corresponded to the “polyA +” fraction and the flow-through was recovered as the “polyA-” fraction.

### RT-qPCR

2 µg of DNAse-treated RNAs were denatured at 65 °C for 5 min in the presence of strand-specific primers. Reactions were carried out with 100 units Maxima Reverse Transcriptase (ThermoFisher Scientific, #EP0743) at 50 °C for 30 min. The enzyme was then denatured at 85 °C for 5 min, and reactions diluted to 1:10 ratio. Each experiment included negative controls without Reverse Transcriptase. Samples were analyzed by qPCR with SYBR Green and a LightCycler LC480 apparatus (Roche). Quantification was performed using the ∆Ct method. Oligonucleotides used in qPCR reactions are listed in Supplementary Table 5.

### Northern blotting

3 to 5 µg RNAs were separated on a 1.5% agarose gel and transferred overnight by capillarity on a nylon membrane (GE Healthcare, #RPN203B) in SSC 10X Buffer. RNAs were then UV-crosslinked to the membrane using a Stratalinker apparatus. Generation and incubation of the membrane with RNA dig-labeled probes was performed using the Dig-Northern-Starter Kit (Roche, #12039672910), following manufacturer’s instructions. Membranes were washed twice in 2X SSC 0.1% SDS and once in 1X SSC 0.1% SDS, for 10 min at 65 °C. Revelation was done according to the kit instructions using a Vilber Lourmat Fusion Fx7 detection device. Oligonucleotides used to generate DNA templates for RNA probes are listed in Supplementary Table 5.

### 5′ and 3′ RACE analyses

The 5′/3′ RACE Kit, 2^nd^ Generation (Roche, #3353621001), was used to determine the 5′ and 3′ ends of *mamRNA* and *snoU14*, following manufacturer’s instructions. An RNA polyadenylation step was included to map the 3′ ends of non-adenylated species. Oligonucleotides used to amplify and clone RACE products are listed in Supplementary Table 5.

### RNAseH assays

10 µg of DNAse-treated RNAs were incubated in 10X RNAseH Buffer at 65 °C for 15 min and 30 °C for 10 min in the presence of 25 µM primer. RNAseH (New England Biolabs, #M0297S) was then added to the reaction and samples were incubated at 30 °C for 45 min. Following phenol-chloroform extraction and ethanol precipitation, digested RNAs were resuspended in a loading buffer containing formamide, bromophenol, and cyanol blue. Half of reactions were denaturated at 85 °C for 5 min and loaded on a 2% agarose gel prior to Northern blotting. Undigested controls, without primer in the reaction, were processed in parallel. Oligonucleotides used for RNaseH cleavage are listed in Supplementary Table 5.

### Native RNA-Immunoprecipitation

40 to 50 ODs of cells were grown to mid-log phase at 30 °C in EMM or EM-LEU and harvested by centrifugation. Cell pellets were washed in 1X PBS and resuspended in 2 ml lysis buffer (6 mM Na_2_HPO_4_, 4 mM NaH_2_PO_4_, 150 mM NaC_2_H_3_O_2_, 5 mM MgC_2_H_3_O_2_, 0.25% NP-40, 2 mM EDTA, 1 mM EGTA, 5% glycerol, 2 mM benzamidine, 1X complete EDTA-free protease inhibitor cocktail (ThermoFisher Scientific, #A32955) and 80 U RNaseOUT Ribonuclease inhibitor (Invitrogen, #10777-019) to make ‘pop-corn’. Lysis was performed using a Ball Mill (Retsch, MM400) for 15 min at a 10 Hz frequency. Extracts were cleared by centrifugation before precipitation with 40 µL pre-washed anti-FLAG M2 affinity gel (Sigma, #A2220) for 2 hr at 4 °C. Beads were then washed twice with IPP150 (10 mM Tris pH 8, 150 mM NaCl, 0.1% NP-40). Total and immunoprecipitated RNAs were extracted with phenol:chloroform 5:1 pH 4.7 (Sigma, #P1944) and precipitated with ethanol. RNA samples were treated with DNase (Ambion, #AM1906) prior to RT-qPCR analyses as mentioned above.

Note that this procedure was followed in all experiments involving Mmi1 as a bait protein (Figs. 1c, 2f, 4e).

### Formaldehyde RNA-immunoprecipitation

40 to 50 ODs of cells were grown to mid-log phase at 30 °C in EMM-LEU and cross-linked with 0.2% formaldehyde for 20 min. Cells were harvested by centrifugation following quenching with 250 mM glycine for 5 min at room temperature. Cell pellets were washed in 1X PBS and resuspended in 2 ml RIPA buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 2 mM EDTA, 2 mM benzamidine, 1X complete EDTA-free protease inhibitor cocktail, and 80 U RNaseOUT Ribonuclease inhibitor to make “pop-corn”. Lysis was performed using a Ball Mill (Retsch, MM400) for 15 min at 15 Hz frequency. Extracts were cleared by centrifugation before immunoprecipitation with 1 mg of pre-washed rabbit IgG-conjugated M-270 Epoxy Dynabeads (Invitrogen, #14311D) for 1 h at 4 °C. Beads were then washed once with low salt buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5% Triton X-100), twice with high salt buffer (10 mM Tris-HCl pH 7.5, 1 M NaCl, 0.5% Triton X-100), and once again with low salt buffer for 10 min at room temperature. Samples were decrosslinked at 70 °C for 45 min in the presence of reverse buffer (10 mM Tris-HCl pH 6.8, 5 mM EDTA, 10 mM DTT, 1% SDS) and treated with proteinase K (Euromedex, #09-0911) for 30 min at 37 °C. Total and immunoprecipitated RNAs were next extracted with phenol:chloroform 5:1 pH 4.7 (Sigma, #P1944), precipitated with ethanol, and treated with DNase (Ambion, #AM1906) prior to RT-qPCR analyses.

Note that this procedure was systematically used upon Mei2 pulldown since the protein is highly susceptible to proteolysis under native conditions (Figs. 1h, 2g, Supplementary Fig. 2j).

### Sequential RNA-immunoprecipitation and high-throughput sequencing (seqRIP-seq)

250 ODs of cells were grown to mid-log phase at 30 °C in EMM and cross-linked with 0.2% formaldehyde for 20 min. Cells were harvested by centrifugation following quenching with 250 mM glycine for 5 min at room temperature. Cell pellets were washed in 1X PBS and resuspended in 2 ml RIPA buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 2 mM EDTA, 2 mM benzamidine, 1X complete EDTA-free protease inhibitor cocktail and 80 U RNaseOUT Ribonuclease inhibitor to make “pop-corn”. Lysis was performed using a Ball Mill (Retsch, MM400) for 15 min at 15 Hz frequency. Extracts were cleared by centrifugation before immunoprecipitation with 5 mg of pre-washed rabbit IgG-conjugated M-270 Epoxy Dynabeads (Invitrogen, #14311D) for 1 h at 4 °C. Beads were then washed once with low salt buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5% Triton X-100), twice with high salt buffer (10 mM Tris-HCl pH 7.5, 1 M NaCl, 0.5% Triton X-100) and once again with low salt buffer for 10 min at room temperature. Samples were eluted with TEV protease (Invitrogen, #12575015) for 2 h at 16 °C with occasional shacking. Eluates were next used for a second immunoprecipitation step with 40 µL pre-washed anti-FLAG M2 affinity gel (Sigma, #A2220) for 2 h at 4 °C. Beads were washed as described above. Total and immunoprecipitated RNAs were extracted with phenol:chloroform 5:1 pH4.7 (Sigma, #P1944) and precipitated with ethanol. RNA samples were treated with DNase (Ambion, #AM1906) prior to analysis by Illumina sequencing.

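Among the Mmi1-targeted meiotic mRNAs that the paper names, ssm4 (SPAC27D7.13c), mei4 (SPBC32H8.11) and mcp5 (SPBC216.02) were all retained by the rule of Supplementary Data 1. The ssm4 mRNA had 15988 and 14122 counts in the TAP-Mmi1 IP and 86 and 201 in the GFP-Mmi1 IP. Its IP/WCE ratio was 5.68 ± 0.716 (SD, n = 2) with TAP-Mmi1, the 12th of the retained features, and 0.0584 ± 0.0284 (SD, n = 2) in the control. The log2 enrichment of ssm4 over the control was 4.26 (standard error 0.46, adjusted p = 0.00032 from edgeR's quasi-likelihood test). For mei4 and mcp5, the ratios with TAP-Mmi1 were 3.46 ± 0.31 and 2.76 ± 0.377 (SD, n = 2), and the log2 enrichments were 3.98 and 3.70 (adjusted p = 5.98e-05 and 0.00021 from edgeR). With the culture as a replicate block, the log2 enrichments were 4.35 for ssm4, 4.00 for mei4 and 3.76 for mcp5. The annotated spans of ssm4, mei4 and mcp5 hold 13, 11 and 19 UNAAAC motifs. The mRNAs of act1, to which the paper normalizes its RT-qPCR, and of adh1, which it probes as a polyadenylated RNA, were lower than the control by the same comparison, with log2 values of -2.58 and -2.93 (adjusted p = 5.57e-05 and 5.38e-05 from edgeR), and with library totals only their log2 values were 0.12 and -0.24.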

Note that several Mmi1-targeted DSR-containing meiotic mRNAs were pulled-down, most likely as the consequence of Mei2 ectopic binding due to protein overexpression. The absence of meiotic mRNAs bound to endogenous Mei2 upon meiosis onset supports this notion^36^.

### RNA-sequencing of total or immunoprecipitated RNAs

Ribosomal RNA depletion was performed on whole-cell extract and total RNAs using RiboZero gold (Illumina) according to the manufacturer’s instructions. NextSeq 500/550 Mid Output Kit v2 was used to prepare RNAseq libraries and paired-end 75 sequencing was performed on a NextSeq instrument. Reads were demultiplexed (bcl2fastq2-2.18.12) and adapters were trimmed (Cutadapt 1.15). Sequencing data were then uploaded to the Galaxy web platform, and public server (usegalaxy.org) was used for data analysis^62^. Reads were aligned to the *S. pombe* genome using Bowtie2, and MulticovBed generated the read count files. Processed data were analyzed using R and differential analysis of total RNA-sequencing was done using Sartools R Pipeline^63^.

### Live cell microscopy

Exponentially growing cells cultured in minimal medium (EMM-LEU) were stained with Hoescht 33342 (ThermoFisher Scientific, #62249) prior to room temperature imaging with a motorized Leica DMIRE2 inverted fluorescence microscope equipped with a 100X oil immersion objective (Leica), a charge-coupled device (CCD) camera (Cool SNAP HQ^2^; Photometrics), and the MetaMorph 6.1 acquisition software. DNA and GFP-tagged proteins were visualized using DAPI (Semrock DAPI 1160b-LSC-Zero) and GFP (Semrock FITC 2024b-LSC-Zero) filter sets. Images were processed in ImageJ (NIH).

### Single molecule fluorescence in situ hybridization (smFISH)

Quasar 570 or 670-labeled *mamRNA*, *meiRNA*, *mei4* + and *mcp5* + mRNA probes were designed using Stellaris Probe Designer tool (Supplementary Table 6) and synthesized by Biosearch Technologies. Single molecule RNA Fluorescence In-Situ Hybridization (smFISH) was performed according to the manufacturer’s protocol (Biosearch Technologies) with minor modifications.

All experiments were performed as described in ref. ^14^. Briefly, vegetative cells were grown to mid-log phase at 30 °C in EMM or plated on ME medium prior to incubation for 40 h at 30 °C. Cells were then resuspended in 1X PBS containing 3.7% formaldehyde, treated with Zymolyase 100 T for cell wall digestion and permeabilized in 70% ethanol prior to overnight incubation with relevant probes. Stellaris RNA FISH hybridization and wash buffers were obtained from Biosearch Technologies. DAPI stained cells were resuspended in Vectashield antifade mounting medium (Vector laboratories) and imaged using a Leica DM6000B microscope with a 100X, NA 1.4 (HCX Plan-Apo) oil immersion objective equipped with a piezo-electric motor (LVDT; Physik Instrument) mounted underneath the objective lens, and a CCD camera (CoolSNAP HQ; Photometrics). Maximum intensity-projection of optical Z-sections (0.2 µm, 25 planes) was performed in ImageJ (NIH).

To compare *mamRNA* levels in different cell compartments, nucleolar, nuclear, and cytoplasmic signals were quantified based on the manual delineation of the corresponding areas and the measure of the associated signal intensities. In all cases, background levels from regions of the same surface were subtracted to measured values.

### Statistics and reproducibility

All experiments comprising RT-qPCR assays (total RNA levels, RNA-IPs) were repeated at least three times, involving at least two independent biological duplicates. qPCR measurements were statistically compared using two-tailed *t*-tests with the following *p*-value cut-offs for significance: 0.05 > *>0.01; 0.01 > **>0.001; ***<0.001.

All representative images underlying Western and Northern blotting, live cell microscopy, and smFISH analyses were obtained from experiments repeated at least two or three times involving independent biological replicates.

The measure of RNA signal intensities (integrated density) in smFISH analyses was performed on at least 50 cells using ImageJ (NIH).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Peer Review File

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The atomic coordinates and structures of apo- and RNA-bound RRM3^Mei2^ have been deposited to the Protein Data Bank with the accession codes 6YYL and 6YYM. Genomic datasets have been deposited to the Gene Expression Omnibus with the accession numbers GSE152159 and GSE152383. All data are available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

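The seqRIP-seq libraries measured RNA bound by both Mmi1 and Mei2 in mitotic S. pombe cells, with 2 replicates each of IP and WCE from the TAP-Mmi1 and GFP-Mmi1 strains. The authors deposited raw read counts per annotated feature for each of the 8 libraries, without normalization or pooling. The authors demultiplexed the reads with bcl2fastq2-2.18.12, trimmed adapters with Cutadapt, aligned the reads with Bowtie2 and counted them with MulticovBed. The paper's text names neither the genome build and annotation nor the strand setting of the counting. Conditions and replicate numbers were taken from the sample labels. IP and WCE with the same strain and number were taken as one culture, because the WCE is the extract from which the IP was made, whereas equal numbers in different strains are different cultures.

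Each file lists 6974 features. The 1992 features of Supplementary Data 1 that could be read were joined to them by both mean ratios, and the largest relative difference between the ratio computed from the counts and the ratio in that table was 4.9e-15. Coordinates came from that table, or else from the annotation of the reference genome ASM294v3, and 1975 of 1982 joined features (99.6%) had the same start or end in both. A length was found for 6824 features. The ratio rule used the counts as deposited, a relative standard deviation (SD over mean, with n - 1) under 0.3 and a ratio over 2 times the control. Abundance was the mean of the 4 WCE libraries, each scaled to the mean WCE total, over the end minus the start of the feature. The abundance column of Supplementary Data 1 was matched by unscaled WCE counts with the first TAP-Mmi1 WCE library multiplied by 0.494991, and this version was tried as an alternative. Features with 0 WCE counts in any library (75) had no ratio.

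Differences were tested with edgeR 4.0.16 in R 4.3.3, in one quasi-likelihood fit over all 8 libraries as 4 groups, with filterByExpr by group, TMM normalization and robust estimation of the spread. Benjamini-Hochberg adjusted p under 0.05 was the threshold over the 6828 features tested. The test returns no standard error. Those given with edgeR values were derived as the absolute log2 difference over the square root of the F statistic. The contrasts were the IP/WCE difference with TAP-Mmi1 minus that with GFP-Mmi1, the IP against the WCE with TAP-Mmi1, and the WCE with TAP-Mmi1 against the WCE with GFP-Mmi1. With 2 libraries per group, other splits of the libraries were not counted. Alternatives were library totals only, DESeq2 1.42.0, no filter on low counts, the culture or the replicate number as a block, and an absolute log2 difference of at least 1. For the ratio rule and the lists of 100, other scalings, limits, list sizes and count minimums were tried, and each replicate was left out in turn. Leaving out antisense features by an overlap of at least 50% on the opposite strand, leaving out rRNA features before normalization, the abundance multiplier of the paper's table and the annotated length of the short meiRNA isoform were chosen after seeing the data.

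A set of 36 features was followed by name through the alternatives. It holds features that the paper names and the files list, though not every one, and every feature in both lists of 100. It also holds the 10 largest mean TAP-Mmi1 ratios among retained features with a ratio over 2 times the control in each replicate. The 5 highest and 5 lowest log2 enrichments over the control past the threshold complete it. The gene leu1, which the paper names as a site of integration, is not in the set. That gene, the ncRNAs at thi3, nmt1 and ura4 are described separately among the other observations. snoU3B was not found in the files under that name.

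Motifs were counted on the reference sequence with Python 3.11.15 and pandas 2.3.3. Relations across features used Spearman's rho from scipy 1.17.1 with 100000 permutations, and lists of features were compared with 10000 random lists of the same size matched on mean count. The edgeR fit was tested on simulated data with the design of these libraries and a single dispersion (0.0277, the common dispersion of the fit), in which 200 of 6820 features were changed. It recovered 188 of them with the right sign, and 9 of its 197 calls were features that had not been changed (4.6%). With a dispersion of its own for each group (0.071 in the GFP-Mmi1 IP, 0.0476 in the TAP-Mmi1 IP, 0.00189 in the GFP-Mmi1 WCE and 0.013 in the TAP-Mmi1 WCE), it recovered 165 of the 200, and 6 of its 171 calls had not been changed (3.5%). In both of these simulations, the changed features were well counted in the WCE and in both control IP libraries. They changed by one fixed factor and were raised and lowered in equal number. The simulations therefore do not cover features with few control counts or a difference shared by most features. For the lists, in simulated data without a shift, 68 of 1000 lists fell outside the 2.5th to 97.5th percentile of their random lists, and a list shifted by 1 on the log2 scale fell at percentile 100. Total counts per library lay between 34416171 and 53709147, and 3 counts were taken as the detection floor. The RT-qPCR, imaging and structural data of the paper and the RNA-seq libraries behind Supplementary Data 2 were not analysed here.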

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

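The tests in this part were all chosen before their results were seen. They concern the 7 features that are among the 10 largest TAP-Mmi1 ratios and lie outside those the paper discusses. Each is above the GFP-Mmi1 control by edgeR's quasi-likelihood test.

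By log2 enrichment over the control, the features were mug9 with 4.91, nam1 with 4.74, cbl1 with 4.01, the lncRNA upstream of cbl1 on the opposite strand (chromosome III, 1451418 to 1452653) with 4.00, an lncRNA on chromosome I (3032579 to 3033397, minus strand) with 3.43, another on chromosome I (4231812 to 4232976, plus strand) with 2.85 and snR91 with 1.75. They are called the cbl1-upstream lncRNA, the minus-strand lncRNA and the plus-strand lncRNA here. Adjusted p from edgeR lay between 3.75e-05 for mug9 and 0.0181 for the minus-strand lncRNA. In each of the 7, both TAP-Mmi1 ratios exceeded both control ratios, as in snR91 with 13.2 and 10.3 against 0.773 and 0.596. Because of the selection, this separation is not independent support. Depth limits the minus-strand lncRNA most, with 0 and 10 counts in the control IP, and without the second GFP-Mmi1 replicate its value was 13.17 because the remaining control IP count is 0. With the culture as a replicate block, mug9 had 4.91, nam1 4.92, cbl1 4.19, the cbl1-upstream lncRNA 4.25, the minus-strand lncRNA 3.57, the plus-strand lncRNA 2.90 and snR91 1.80. With library totals only, the values ranged from 4.47 for snR91 to 7.60 for mug9, in a setting that moved the median of all features up by 2.68.

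Reads shared with an overlapping feature were tested first. Of the 7 features, 4 overlap another listed feature, which is more than the share set as the limit for this explanation. The overlap covers 64% of the plus-strand lncRNA, whose partners have log2 enrichments of 1.09 and 1.32, below its own. For the cbl1-upstream lncRNA, cbl1 and nam1 it covers 15.7%, 6.56% and 5.1%, and the partners have -0.50, -0.54 and 3.58. Each partner thus has a lower value than the feature it overlaps. Reads shared with a partner would therefore lower rather than raise these values. The other features, mug9, snR91 and the minus-strand lncRNA, overlap no other listed feature. Reads shared with paralogs, GC content and feature length were not tested for these features.

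The other explanation tested was binding of Mmi1 to its motif. The 7 features had a median of 3.43 UNAAAC motifs per kb against 1.62 in random lists matched on mean count, at percentile 99.85 of 10000 lists. mug9 had the most, 12.1 per kb, and snR91 had 0 motifs. Binding through the motif is a candidate explanation for the list as a whole and remains a hypothesis, and the motif cannot account for snR91. The experiment has no condition, such as an Mmi1 mutant, that would test it further.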

How the results depend on the processing

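Except where stated, the alternatives were set before the data were examined. The cause of a change was not tested unless a value is given for it.

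Scaling changed the number of features retained by the ratio rule the most. It was 4062 with the counts as deposited, 1127 with TMM and 1225 with DESeq2's size factors in the ratio, and 2694 when the ratio had to exceed 4 times the control. Under library totals, the other limits on the relative standard deviation and a minimum of 10 counts, it lay between 2739 and 5832. It ran from 4000 to 5810 across the 4 versions that each left out one replicate, where the limit on the relative standard deviation was dropped when a TAP-Mmi1 replicate was left out. Leaving out antisense features, chosen after seeing the data, gave 3544.

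The 8 features in both lists of 100 became 25 with TMM and 24 with DESeq2's size factors in the ratio, 1 (meiRNA) with abundance not divided by length, and 3 with lists of 50. All 8 were among the 25 and the 24, and mamRNA was in both lists under each setting except abundance not divided by length and ranking among all listed features. Ranking among all listed features gave 6, of which 4 were rRNA features. Leaving out one TAP-Mmi1 replicate gave 7 to 10 features, of which 6 and 4 were shared with the 8. Added after seeing the data, the abundance multiplier of the paper's table gave 8 and the length of the short meiRNA isoform gave 9.

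With library totals only in edgeR, 6114 features were higher and 32 lower over the control, against 1292 and 1618. In the TAP-Mmi1 strain 271 were higher and 5786 lower in the IP than in the WCE, and between the WCE of both strains 12 were higher and 7 lower. This setting moved the median log2 of all features by 2.68 in the first comparison and by -2.36 in the second. With DESeq2, 267 features were higher and 104 lower between the WCE of both strains, against 20 and 4. With an absolute log2 of at least 1, 1269 features were lower in the TAP-Mmi1 IP than in its WCE. The other alternatives kept the counts of the first 2 comparisons within 1.5 times, including leaving out rRNA features (1508 higher and 1355 lower over the control) and antisense features (1135 and 1438), both chosen after seeing the data.

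Equal replicate numbers in the different strains mark different cultures, and their differences correlated by 0.002 to 0.053. With the replicate number as a block, 1145 features were higher and 1506 lower over the control, and 2 were lower between the WCE of both strains. The culture as a block could not be fitted to that last comparison, since each culture has one strain. Counts of features past the threshold are not given with a library left out, as one group then holds 1 library.

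Of the set of 36 features followed by name, 27 kept their direction and side of the threshold with library totals only. The number was 34 with DESeq2, 34 with the culture as a block and 35 with the replicate number as a block. With library totals only, 3 lost and 4 gained the threshold in the same direction, and pat1 and act1 had 1.44 and 0.12 in place of -1.25 and -2.58. This scaling moved the median of all features up by 2.68, and with that shift taken off pat1 and act1 had -1.245 and -2.56. These changes of sign thus follow from a shift that nearly all features share. The values cannot show which scaling gives the right sign. Among the 8 features in both lists, sno16 and snR3 were the only ones short of the threshold. Each passed it with the culture as a block and with library totals only. With DESeq2 and with the replicate number as a block, sno16 passed and snR3 stayed short. The adjusted p from DESeq2 were 0.0474 for sno16 and 0.146 for snR3. Leaving out one replicate moved the log2 value by more than the spread between replicates in 3 and 6 of the 36 for the TAP-Mmi1 replicates and in 0 and 2 for the GFP-Mmi1 replicates, and reversed 0.

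The median of the mot2∆ set was -0.18. It was 0.05 with members over 2 on the log2 scale, 0.01 with members at least 1 lower in the double deletion, and 2.496 with library totals only. In the same order, the median of random lists was -0.37, -0.38, -0.45 and 2.323, and the percentile of the set among them 89.67, 94.89, 99.13 and 88.04, so with library totals its standing hardly changed. With antisense features left out, chosen after seeing the data, the median was -0.246 at percentile 78.37. With the culture as a block, it was -0.117 at percentile 93.06. The relation of Mmi1 motifs to enrichment stayed positive, from 0.111 to 0.265. The alternative that left out antisense features by name was not run as such, because the files list identifiers, and was replaced by overlap. Depth limits features with few control IP counts, for which a fold over the control is a lower bound where both control counts are at or under 3.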

Differences from the paper's values

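The paper gives 25 UNAAAC motifs in meiRNA, and 9 were found on the span of meiRNA in the annotation of ASM294v3. None of the alternatives set before the data were examined bears on this count. With 750 nt and 1000 nt added downstream of the annotated 3′ end, lengths chosen with the test described under the other observations, the count was 24 and 26.

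The paper's text reports 7 species among the 100 most enriched and 100 most abundant RNAs, 5 sn/snoRNAs and 2 lncRNAs, whereas 8 were found here, 5 sn/snoRNAs and 3 lncRNAs, the third being mamRNA. The paper introduces mamRNA only afterwards, as an unannotated feature. Apart from mamRNA, the numbers of both classes and the lncRNAs named are the same. The difference may therefore lie in mamRNA alone, which the paper does not state. With library totals in the ratio, 7 features were in both lists, with snoU14 left out and mamRNA among them. Without TAP-Mmi1 replicate 2, 7 features were in both lists, of which 6 were shared with the 8. The number of lncRNAs was 2 without TAP-Mmi1 replicate 1 and with no limit on the relative standard deviation, but these were mamRNA and omt3, with meiRNA left out, and 4 and 5 features were shared with the 8. The paper's Supplementary Data 1 gives 4061 features passing its rule, and 4062 passed here. The paper's abundance of mamRNA is 11.82 in that table, and 14.3 counts per nt were found here. With the multiplier of the paper's table, chosen after seeing the values, the 8 features in both lists were the same.

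The paper states that tRNAs were co-precipitated by both proteins. The rule retained 23 tRNAs, while 2 tRNAs were higher and 43 lower than the control by edgeR's test after TMM normalization, with a median log2 of -1.89 that became 0.83 with library totals only. The pat1 mRNA passed the paper's rule with a ratio 2.07 times the control, and its log2 difference over the control was -1.25 after TMM normalization and 1.44 with library totals only.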

Other observations

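In this part, the tests on the sn/snoRNA background, on short features, on tRNAs in the WCE, on a difference shared by many features, on strand, on features at 0 control counts and on carried-over RNA were chosen only after the result was seen.

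The number of features over 2 times the control may follow from the size of the control IP libraries, which held fewer counts outside rRNA. With TMM scaling the number fell to 1127, so the size of the population retained depends on this scaling. For the lists of 100 the test could not decide, because TMM scaling hardly moves the ranking by the TAP-Mmi1 ratio. All of the 8 shared features stayed in both lists with it, but 25 features were then shared. The ratios of sno16, snR3 and snR30 were 2.01, 2.04 and 2.17 times the control, close to the limit of 2. Those of snR10, meiRNA, mamRNA, omt3 and snoU14 were 4.61, 5.34, 8.9, 12.6 and 14.8 times the control, further above that limit with the same scaling. Whether both proteins bind the remaining features was not tested beyond the control.

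Of the 5 sn/snoRNAs in both lists, 4 had a smaller log2 enrichment over the control than each of the 3 lncRNAs, and snoU14 had a larger one than each of them. The median log2 IP/WCE in the GFP-Mmi1 strain was 1.22 higher for sn/snoRNAs than for mRNAs, so retention on the beads without the TAP tag may lower the enrichment of the class over the control. It does not account for snR10, whose control ratio of 0.114 is close to the 0.111 of omt3. Over all classes, sn/snoRNAs were higher (median log2 1.50) and tRNAs lower (-1.89) than the control after TMM normalization, while with library totals only, which moved the median of all features up by 2.68, both were higher (4.20 and 0.83). Short length is not a sufficient explanation, because sn/snoRNAs and tRNAs of 150 nt or less differed by 3.64. The tRNAs were 1.06 higher in the WCE with TAP-Mmi1 than with GFP-Mmi1, so a difference in the WCE may contribute to their lower IP/WCE ratio. The design of these libraries gives no condition that would test a biological explanation for either class. For the 5 sn/snoRNAs of its own list, the paper found no significant enrichment dependent on RRM3 in separate Mei2 pulldowns and set them aside.

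The gene leu1 and 3 ncRNAs at thi3, chosen after their values were seen, differed between the TAP-Mmi1 replicates. The IP/WCE ratio of leu1 was 7.69 and 1.54 with TAP-Mmi1 and 3.22 and 6.88 with GFP-Mmi1, and that of thi3_ncRNA2 was 154.9 and 15.8 with TAP-Mmi1 and 22.5 and 46.8 with GFP-Mmi1. If sequence of constructs had been carried into the IP, features within 10 kb of leu1 would not be predicted to move. Their median log2 difference was 0.562 in the same direction, just past the limit of 0.5 that had been set, against 2.67 for leu1 itself. The nmt1 gene, whose promoter drives 3xFLAG-Mei2, and ura4 moved in the same direction as leu1, with log2 differences of 1.99 and 1.83 between the TAP-Mmi1 replicates. Both tagged genes did so too. The IP/WCE ratio in the TAP-Mmi1 replicates was 5.13 and 1.59 for mmi1 and, with a smaller difference, 0.282 and 0.183 for mei2. Construct sequence could therefore still contribute. A larger difference between the TAP-Mmi1 replicates than that of leu1 was seen in 109 features. The order of the 4 count ratios of leu1 with a range of at least 4 times was found in leu1 and all 3 ncRNAs and in 0.395% of tested features. After TMM scaling leu1 has another order, which with that range only 1 of these 4 features has, against 3.98% of tested features. Both shares are under the limit of 5% that had been set, but any one order of 4 ratios would be met on average by 1 feature in 24, so the limit could hardly be reached and these tests do not decide whether the difference is shared by many features. No biological explanation was tested.

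The annotated 3′ end of meiRNA may lie inside a run of Mmi1 motifs. With 1000 nt added downstream, the span held 26 UNAAAC motifs against 9 on the annotated span, and with 2000 nt it held 28. In omt3 and mamRNA, 1000 nt added 3 motifs to each.

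A further hypothesis was that features which rise without Mot2 in Supplementary Data 2, when Mmi1 is inactivated, are among those bound by both proteins. The 96 such features that were matched and tested had a median log2 enrichment of -0.18, at percentile 89.67 of random lists, which is inside the limits set for the test. For the 61 members at least 1 lower in the double deletion, the median was 0.01 at percentile 99.13. The set as planned therefore did not stand out, and the subset might. Of the 96, 24 were higher than the control, and more than these were lower at the same threshold.

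Across 6715 features, which are not independent replicates, the number of UNAAAC motifs correlated with the log2 enrichment over the control (rho = 0.115, permutation p = 1e-05, the smallest that 100000 permutations can give, and 1.17e-05 after Benjamini-Hochberg adjustment over 7 relations). Motifs on the opposite strand gave rho = 0.0136 (permutation p = 0.27). Within 5 classes of feature length, rho lay between 0.207 and 0.311 for the sense strand and between 0.0383 and 0.164 for the opposite strand, so base composition or length may carry part of the relation within a length class. The share of features higher than the control was 10.8% with 0 motifs and 34.4% with 10 or more. The relation is consistent with binding of Mmi1 to the motif, and it is small.

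Antisense features were enriched like their sense partners, with rho = 0.811 across 834 pairs and -0.028 across shuffled pairs. Reads counted without regard to strand are a candidate explanation, and shared regulation of both strands was not tested. The values given for lncRNAs as a class include these antisense features and carry the same limit.

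The 5 largest log2 enrichments over the control belonged to snoR68, SPAC513.04, aim41 and 2 lncRNAs of chromosome I (1712166 to 1712705 and 998045 to 998413), which had 0 counts in both control IP libraries. Computed against the floor of 3 counts, their ratios were at least 40.7-fold to 60-fold higher than the control. At the median control ratio, they would have from 1.39 to 8.33 counts in a control IP library, the lowest for the lncRNA at 998045 and the highest for aim41. Low depth may therefore account for the zeros of some of these features, and least for those of aim41. The 5 lowest values belonged to the tRNAs SPCTRNAARG.08, SPBTRNAMET.04, SPATRNAGLU.03, imt06 and SPBTRNASER.05. Of these, imt06 had a log2 difference of -5.99, with 111 and 60 counts in the TAP-Mmi1 IP, and the others had between 0 and 3 counts there. SPBTRNASER.05 also had 3 counts in each control IP, so no fold is given for it.

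Several features of both lists were higher in the second control IP than in the first. A fixed share of the TAP-Mmi1 IP carried over into that library could produce this. The excess was within 2 times of the median share of 0.906% in 9 of 15 features, fewer than the limit set for this explanation, and ranged from -1.29% to 1.91%. The mei2 mRNA had a lower IP/WCE ratio with TAP-Mmi1 (0.232) than in the control (0.395), and its log2 difference was -3.01 after TMM normalization and -0.30 with library totals only.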
